# Discovery biomarker to optimize obeticholic acid treatment for non-alcoholic fatty liver disease

**DOI:** 10.1186/s13062-023-00407-4

**Published:** 2023-08-25

**Authors:** Seung Min Lee, Dae Won Jun, Eileen Laurel Yoon, Ju Hee Oh, Yoon Jin Roh, Eun Jeoung Lee, Ji-Hee Shin, Young-Do Nam, Hyun Sung Kim

**Keywords:** Non-alcoholic fatty liver, Obeticholic acid, Bile acid, Alternative pathway, Biomarker, Microbiome

## Abstract

The response rate to obeticholic acid (OCA), a potential therapeutic agent for non-alcoholic fatty liver disease, is limited. This study demonstrated that upregulation of the alternative bile acid synthesis pathway increases the OCA treatment response rate. The hepatic transcriptome and bile acid metabolite profile analyses revealed that the alternative bile acid synthesis pathway (Cyp7b1 and muricholic acid) in the OCA-responder group were upregulated compared with those in the OCA-non-responder group. Intestinal microbiome analysis also revealed that the abundances of *Bacteroidaceae, Parabacteroides*, and *Bacteroides*, which were positively correlated with the alternative bile acid synthesis pathway, were higher in the OCA-responder group than in the non-responder group. Pre-study hepatic mRNA levels of Cyp8b1 (classic pathway) were downregulated in the OCA-responder group. The OCA response rate increased up to 80% in cases with a hepatic Cyp7b1/Cyp8b1 ratio ≥ 5.0. Therefore, the OCA therapeutic response can be evaluated based on the Cyp7b1/Cyp8b1 ratio or the alternative/classic bile acid synthesis pathway activity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13062-023-00407-4.

## Introduction

The prevalence of non-alcoholic fatty liver disease (NAFLD) is estimated to be as high as 25–30% [1]. However, no drugs have been approved for NAFLD therapy [2–5].

Bile acids (BAs) are synthesized by classical or alternative pathways, and 7α-hydroxylation of cholesterol is initiated primarily by cholesterol 7-α hydroxylase (CYP7A1) in the liver [6]. This is followed by oxidative cleavage of the side chain by steroid sterol 12-α hydroxylase (CYP8B1) [6, 7]. The alternative pathway is initiated by cholesterol 27-hydroxylase by sterol 27 hydroxylase (CYP27A1), and the oxysterol product is then hydroxylated by oxysterol 7-α hydroxylase (CYP7B1) [6, 8]. The classical pathway produces mainly Cholic acid (CA), while the alternative pathway produces Chenodeoxycholic acid (CDCA), which in rodents is mostly converted to muricholic acid (MCA) [9].

The alternative pathway catalyzes the first reaction by CYP27A1, but it is not the rate-limiting step in this pathway. An essential rate-limiting step of the alternative pathway is the transport of cholesterol to the inner mitochondrial membrane by the Liver X receptor (LXR; encoded by *NR1H3*) induced steroidogenic acute regulatory protein (StarD1) [10, 11].

BA synthesis is regulated to maintain homeostasis and prevent bile acid toxicity. BA synthesis has been reported to increase during the postprandial period and decrease during fasting in humans [12, 13]. Moreover, in previous studies, glucagon inhibited CYP7A1 gene expression and bile acid synthesis [14]. CYP7A1 gene expression increased dependent on the glucose concentration in HepG2 cells [15]. Retinoid-related orphan receptors (RORα encoded by *RORA*), which were important in lipid and glucose metabolism, positively regulate CYP7B1 by CYP7B1/RORE, but negatively regulates LXRα [16]. LXRα and RORα interact with each other and negatively regulate each other [16]. This study reveals a potential interaction between glucose signaling and bile acid synthesis.

Farnesoid X receptor (FXR; encoded by *NR1H4*), a transcription factor that is mainly expressed in the liver, intestine, and macrophages [17, 18], regulates the synthesis of BAs. Additionally, FXR regulates the expression of various genes involved in lipid metabolism [19]. Obeticholic acid (OCA, 6α-ethyl-chenodeoxycholic acid), an FXR agonist, is a potential therapeutic for NAFLD. A phase III clinical trial demonstrated that OCA alleviates hepatic fibrosis in 25% of patients [20]. Elafibranor (GFT-505) and selonsertib (ASK1 inhibitor) did not meet the primary endpoints in phase III clinical trials [21–23].

The unsatisfied results of most clinical trials on NAFLD can be attributed to the heterogeneity of patients with NAFLD who exhibit diverse pathophysiology even with similar phenotypes [24]. These various pathophysiology may vary depending on genetic background (e.g., *PNPLA3*), comorbidities (such as type 2 diabetes), and obesity [24–26]. Because of huge heterogeneity of NAFLD patients, it would be necessary to identify target population and biomarkers according to various NAFLD drugs for the prediction and/or monitoring the treatment response in NAFLD patients.

We aimed to identify an OCA-specific biomarker using a multi-omics-based approach to predict and monitor the treatment response in the NAFLD mouse model.

## Results

### Characteristics of the vehicle and OCA groups

In total, 27 mice fed on a western diet were stratified into the vehicle (n = 8) and OCA groups (n = 19). The bodyweight and NAFLD activity score (NAS) were not significantly different between the two groups at baseline (Table 1). The liver weight and liver-to-bodyweight ratio in the OCA-treated group were significantly lower than those in the vehicle group at the end of treatment (Fig. 1B–D). Response rates of non-alcoholic steatohepatitis (NAS ≤ 3) of vehicle and OCA groups were 0% and 36.8%, respectively (Fig. 1E). The NAS, liver weight, liver-to-bodyweight ratio, and hepatic levels of alanine aminotransferase and total cholesterol in the OCA-responder group were significantly lower than those in the non-responder group (Fig. 1F–J).

**Table 1:** Baseline characteristics of mice

	Obeticholic acid (n = 19)	Vehicle (n = 8)	*p*-value
**Metabolic factors**			
Weight	41.5 ± 2.5	41.3 ± 4.0	0.92
**Liver histological findings**			
Total NAFLD activity score	4.2 ± 1.7	3.0 ± 1.6	0.35
Steatosis score	2.1 ± 0.8	1.5 ± 1.1	0.18
Lobular inflammation score	1.1 ± 1.1	0.5 ± 0.7	0.19
Hepatocellular ballooning score	1.0 ± 0.0	1.0 ± 0.0	1.00

Data are represented as mean ± standard deviation). NAFLD, non-alcoholic fatty liver disease

**Fig. 1:**
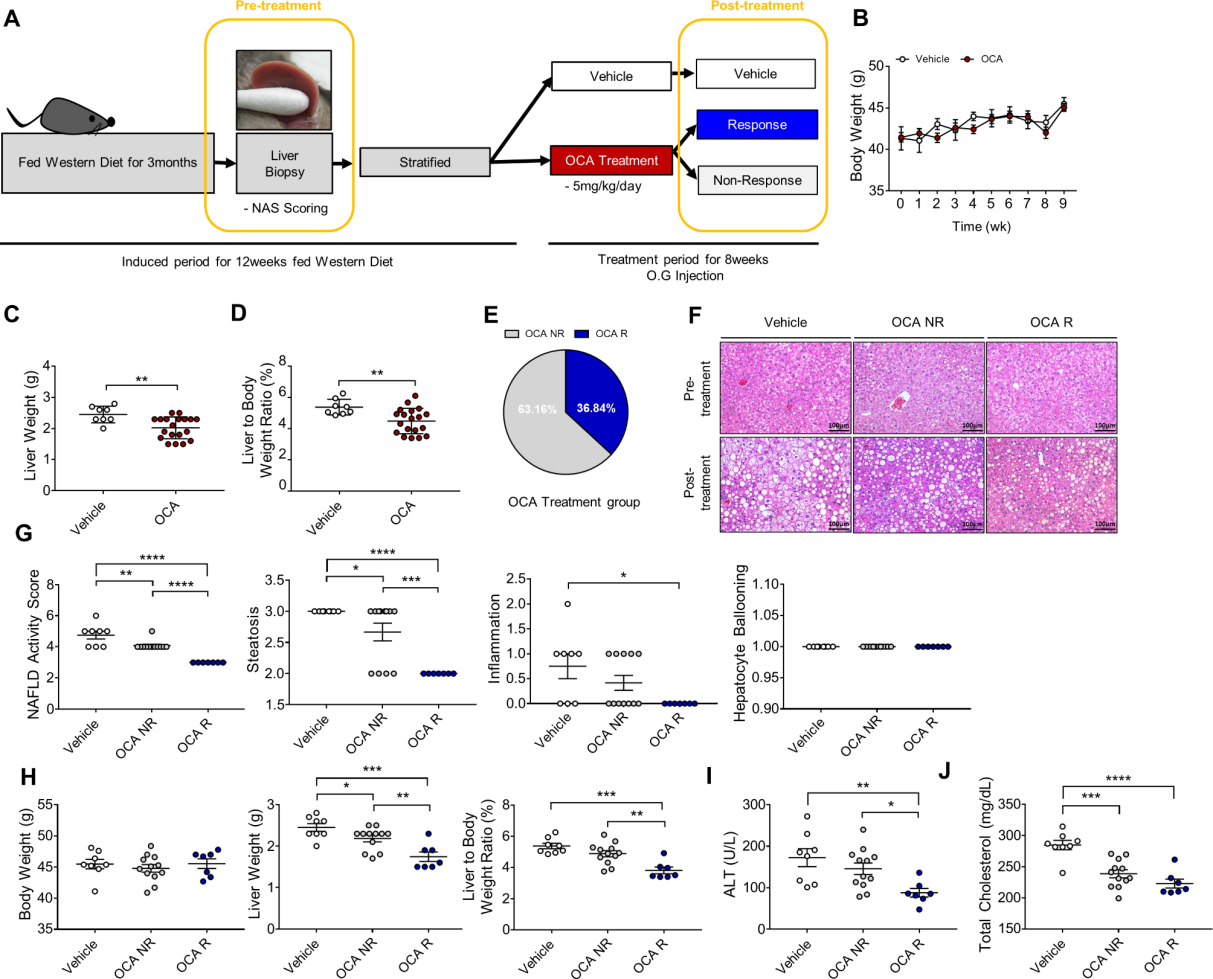
Obeticholic acid (OCA) response rates and characteristics of responder and non-responder in the non-alcoholic fatty liver disease (NAFLD) mouse model. (**A**) Schematic diagram of the study plan. (**B**) Average bodyweight of mice in the vehicle (n = 8) and OCA-treated groups (n = 19) during drug administration. (**C**) Liver weight and (**D**) liver-to-bodyweight ratio (%) of the NAFLD mouse model. Data are presented as mean ± standard error of mean. **p < 0.01 (Unpaired t-test). (**E**) Response rate in the OCA-treated group. (**F**) Hematoxylin and eosin staining of liver tissues at pre- and post-treatment. Scale bars, 100 μm. (**G**) Post-treatment NAFLD activity score. (**H**) Post-treatment bodyweight, liver weight, and liver-to-body weight ratio (%) of mice in the vehicle (n = 8), non-responder (n = 12), and responder (n = 7) groups. (**I**) Serum levels of alanine aminotransferase and (**J**) total cholesterol. Data are presented as mean ± standard error of mean. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 (one-way analysis of variance)

### Transcriptome analysis of the OCA-responder and non-responder groups

The hepatic transcriptome at the end of study was comparatively analyzed of the OCA-responder and non-responder between the vehicle and OCA groups. OCA target genes Nr1h4, which forms a heterodimer with Rxra, and Nr0b2, a target gene of Nr1h4, were compared and analyzed. *Nr1h4, Rxra* (*p* < 0.01) and *Nr0b2* (*P* < 0.05) mRNA levels were significantly upregulated in the OCA group but were not significantly different between the OCA-responder and non-responder groups (Fig. 2A). *Cyp7b1* (FC = 2.12; *p <* 0.0001) and *Cyp39a1* (FC = 4.46; *p <* 0.0001), which are involved in the alternative BA synthesis pathway, were significantly upregulated in the OCA-responder group compared with those in the vehicle and non-responder groups (Fig. 2B–C). Hepatic Star mRNA expression, which is a key rate limiting enzyme of alternative pathway, were significantly higher in the OCA-responder group than in vehicle and non-responder group (FC = 2.56; *p <* 0.0001) (Fig. 2D). Hepatic *Cyp7b1* protein levels in the OCA-responder group were significantly upregulated compared with those in the non-responder group (FC = 1.35; *p <* 0.01) (Fig. 2E–F).

**Fig. 2:**
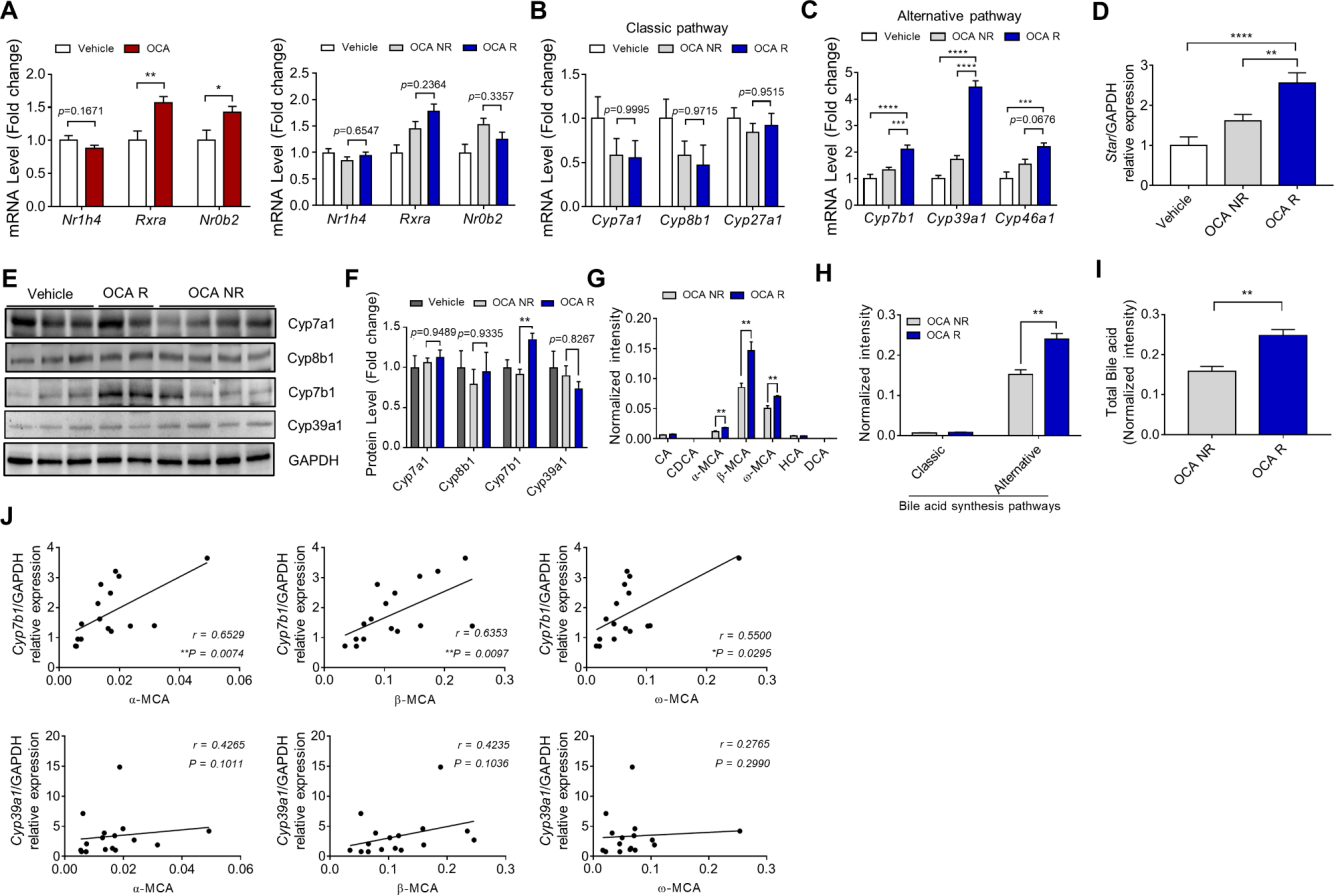
Comparative analysis of hepatic levels of obeticholic acid (OCA) target gene expression and bile acid composition in the responder and non-responder groups after treatment. (**A**) Comparative analysis of the hepatic levels of OCA target gene expression levels in the vehicle and OCA groups. Data are presented as mean ± standard error of mean. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 (Unpaired t-test and one-way analysis of variance). The expression levels of genes involved in the (**B**) classical and (**C**) alternative pathways of bile acid synthesis. (**D**) Comparative analysis of hepatic *Star* mRNA levels. Data are mean ± standard error of mean. **p < 0.01, ***p < 0.001, and ****p < 0.0001 (one-way analysis of variance). (**E**) Immunoblotting and (**F**) quantification of hepatic protein levels of Cyp7a1, Cyp8b1, Cyp7b1, and Cyp39a1 (vehicle (n = 8), non-responder (n = 11) and responder (n = 7)). Data are presented as mean ± standard error of mean. **p < 0.01 (one-way analysis of variance). (**G**, **H**, and **I**) Analysis of bile acid composition in the mouse liver tissue. Data are presented as mean ± standard error of mean. **p < 0.01 (Mann-Whitney U test). (**J**) Correlation between *Cyp39a1* and *Cyp7b1* mRNA levels and muricholic acids (MCAs). Correlation was analyzed using the nonparametric Spearman’s correlation coefficient. Differences were considered significant at *p <* 0.05

### Hepatic bile acid compositions of the OCA-responder and non-responder groups

The levels of muricholic acids (MCAs) and metabolites of the alternative BA pathway were significantly upregulated in the OCA-responder group compared with those in the non-responder group (Fig. 2G–H). Additionally, the total BA level was higher in the OCA-responder group than that in the non-responder group (Fig. 2H–I). The levels of MCAs were significantly and positively correlated with those of Cyp7b1 (α-MCA, *r* = 0.65 and *P* = 0.007; β-MCA, *r* = 0.64 and *P* = 0.01; ω-MCA, *r* = 0.55 and *P* = 0.03) (Fig. 2J).

### Intestinal microbiome composition of the OCA-responder and non-responder groups

Abundance of microbial taxa in the OCA-responder and non-responder groups was comparatively analyzed (Fig. 3A, Fig. S1A, S1B). Abundances of *Firmicutes* were lower and the abundances of *Bacteroidetes* were higher in the OCA-responder group compared to those in the non-responder group (Fig. 3B, Fig. S1.C). The abundances of *Bacteroidaceae* and *Tannerellaceae* families and *Bacteroides* and *Parabacteroides* genera in the OCA-responders were higher than those in the non-responders. Meanwhile, the abundances of *Lachnospiraceae* family and *Intestinimonas* genus were significantly downregulated in the OCA-responder group (Fig. 3C). *Bacteroides* and *Parabacteroides*, which are reported to be positively correlated with the alternative BA synthesis pathway, were positively correlated with the OCA-responder group. Additionally, *Lachnospiraceae*, which is reported to be negatively correlated with the alternative BA synthesis pathway, was associated with the non-responder group (Fig. 3D).

**Fig. 3:**
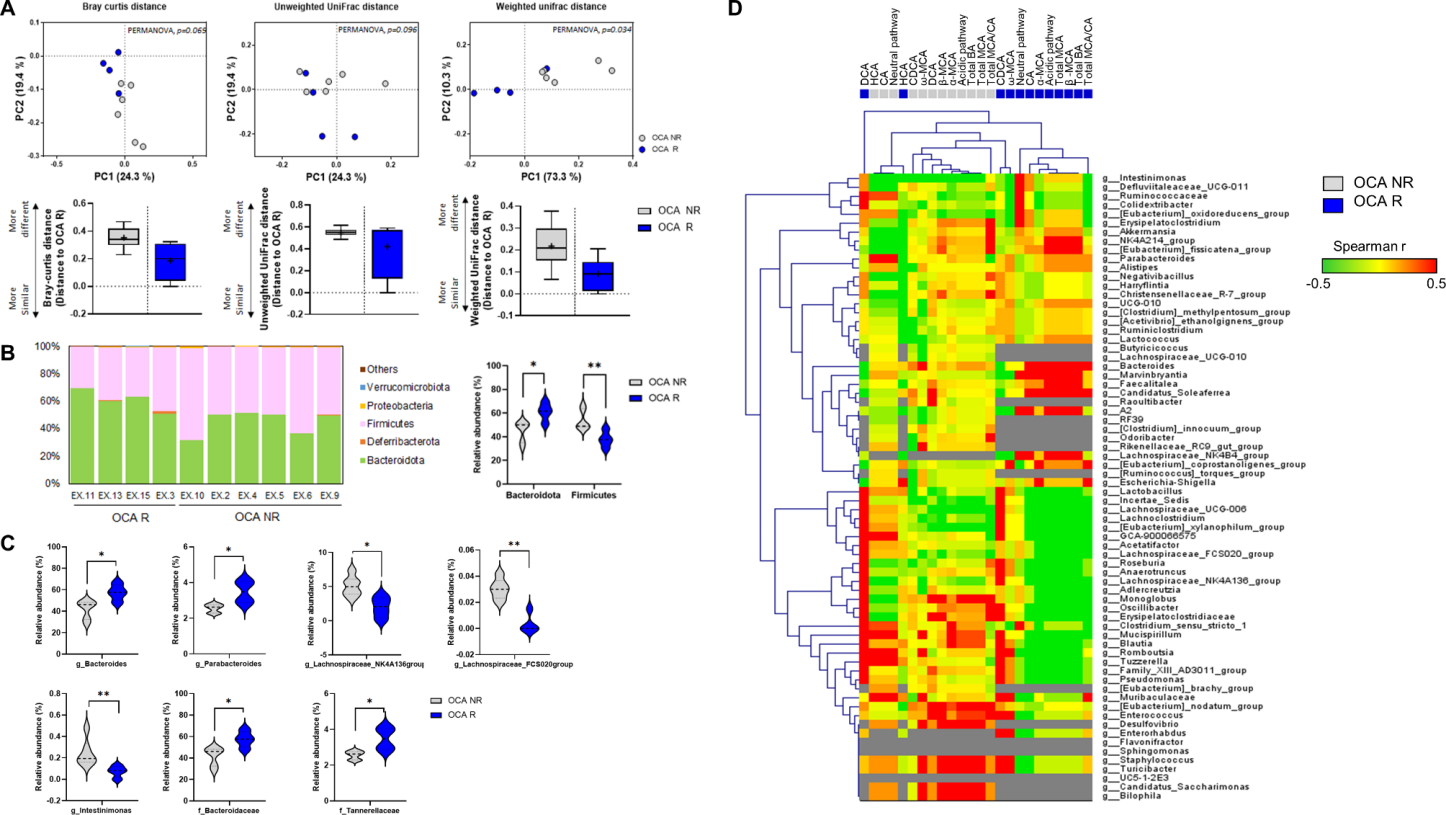
Comparison of microbiome structure between the responder and non-responder groups after treatment. (**A**) Principal-coordinate analysis of gut microbiota based on the Bray-Curtis, unweighted UniFrac, and weighted UniFrac distance. Significant P-values of PERMANOVA between groups emphasize the differences in microbial community structure. Grey and blue circles represent non-responders and responders, respectively. Box plots represent the median, lower and upper quartiles of the Bray-Curtis, unweighted UniFrac, and weighted UniFrac distances at each group comparing the effect of responsiveness of treatment on the community structure. Whiskers were calculated using the Tukey method. A lower distance indicates greater similarity compared to responders’ microbial communities. (**B**) Bar plots represent the relative abundances of phyla in responder (n = 4) and non-responder group (n = 6). Violin plots reporting the relative abundances of differentially abundant bacterial phyla between responder and non-responder group. Data are presented mean ± standard deviation. *p < 0.05 and **p < 0.01 (Mann-Whitney U test). (**C**) Violin plots reporting the relative abundances of differentially abundant bacterial genera between responders and non-responder group. Data are presented mean ± standard deviation. *p < 0.05 and **p < 0.01 (Mann-Whitney U test). (**D**) The heat map shows hierarchical clustering (Unweighted Pair Group Method with Arithmetic Mean, UPGMA method) of Spearman correlation coefficients between relative abundances of bacterial genera and metabolites in non-responders and responders samples using Euclidean distance. Positive and negative correlations are indicated by red and green colors, respectively, as shown in the color key. Missing values are indicated by grey spots

### Post-study Cyp7b1/Cyp8b1 ratio of the OCA-responder and non-responder groups

We investigated the proportion of responders according to the expression of each gene involved in BA synthesis. After obtaining the average value of each gene expression, the proportion of responders for each gene was compared by dividing it into above-average and below-average.

The hepatic Cyp7a1 and Cyp8b1 (classic BA synthesis pathway) levels were downregulated, whereas those of Cyp7b1 and Cyp39a1 (involved in alternative BA synthesis pathway) were upregulated in the OCA-responder group (Fig. 4A). The median Cyp7b1/Cyp8b1 ratio in the OCA-responder and non-responder groups were 5.6 and 2.6, respectively *(p <* 0.05) (Fig. 4B). The overall OCA response rate in the OCA group was 36.8%, which increased up to 80% in cases with a Cyp7b1/Cyp8b1 ratio ≥ 5.0 (Fig. 4C).

**Fig. 4:**
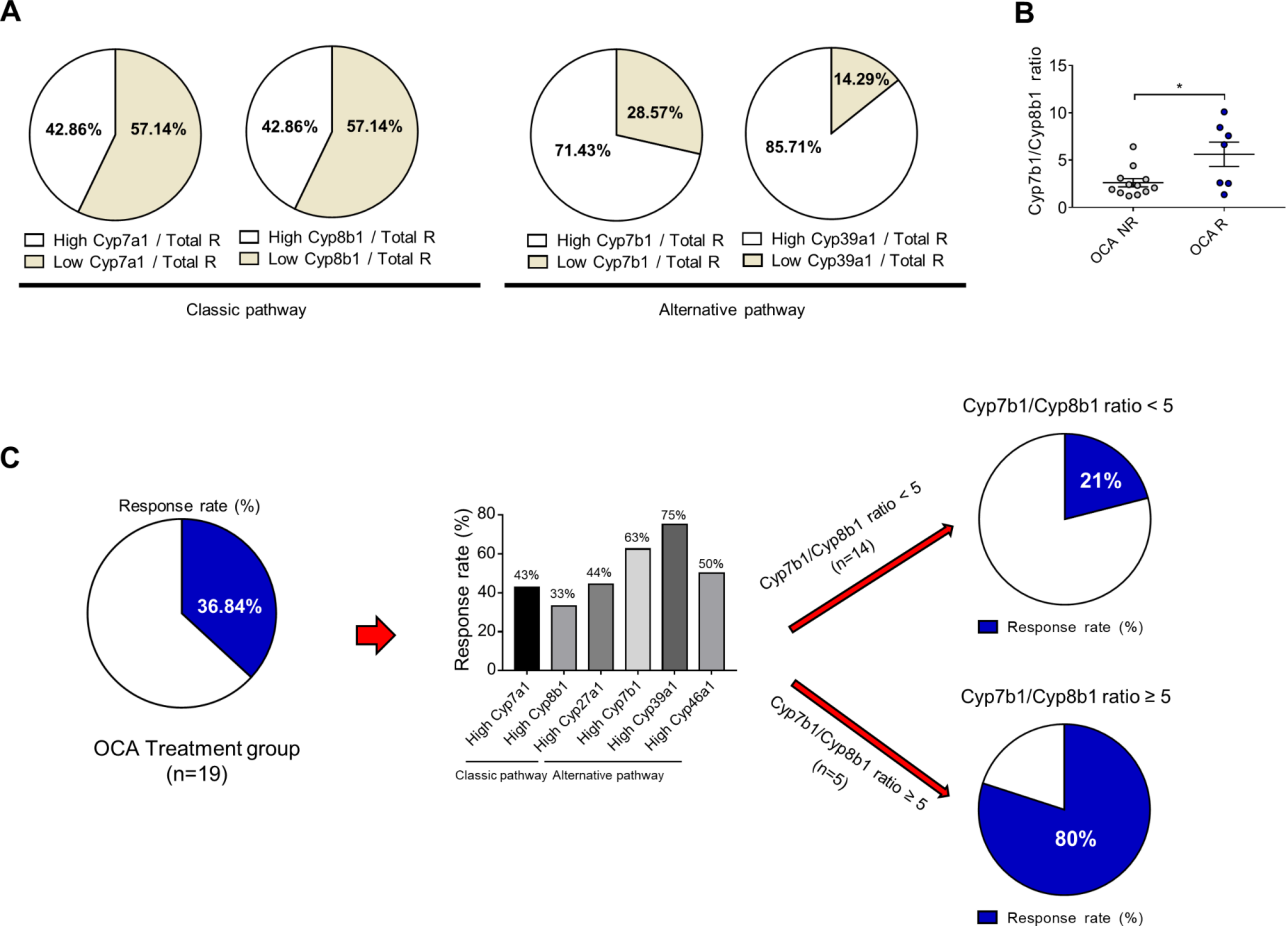
Responder classification based on the Cyp7b1/Cyp8b1 ratio. (**A**) The expression of bile acid-associated cytochrome P450 genes in the responder group relative to that in the OCA-treated mouse liver tissue. (**B**) Responder and non-responder classification according to the Cyp7b1/Cyp8b1 ratio. Data are presented as mean ± standard error of mean. *p < 0.05 (Unpaired t-test). (**C**) Ratio of responder mice among the OCA-treated mice overexpressing cytochrome P450 genes and the response rate according to the Cyp7b1/Cyp8b1 ratio

### Pre-study hepatic Cyp8b1 of the OCA-responder and non-responder groups

The pre-study hepatic transcriptome at twelve weeks (baseline treatment) was comparatively analyzed according to OCA responder and non-responder (Fig. 5A–C). 

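Liver biopsies were taken from C57BL/6 mice after 12 weeks on a western diet, before the farnesoid X receptor agonist OCA or vehicle was given. Transcriptomes of 10 biopsies were analyzed, from 3 mice of the later vehicle group, 4 mice later classed as OCA non-responders and 3 mice later classed as OCA responders. Rn45s, the precursor of the ribosomal RNAs, had the highest count of all genes in each of the 10 biopsies. It took 5.72% ± 1.75 (SD, n = 3) of the counts in the vehicle group, 15.4% ± 5.52 (SD, n = 4) in non-responders and 21.6% ± 4.79 (SD, n = 3) in responders. Its share was higher in every biopsy of the later OCA group than in every vehicle biopsy, before any mouse had received the drug. The log2 difference was 1.65 (exact permutation test, two-sided p = 0.0167, the smallest that 3 mice against 7 allow). Between responders and non-responders the log2 difference was 0.52 (exact permutation test, two-sided p = 0.171, where 0.0571 is the smallest possible). The class of each mouse was set from its histology at the end of treatment. As the biopsies were taken before treatment, the comparison holds no drug effect.
Paired-end reads of these biopsies had been aligned by the authors to mm10 and counted per gene. The deposited table holds 10913 genes, all with a count of at least 1 in every biopsy, since the authors had left out genes with a 0. Counts over these genes came to 53892299 to 76529328 per vehicle biopsy (median 59248371), 40432530 to 60393369 per non-responder biopsy (median 57881352.5) and 40609599 to 51259349 per responder biopsy (median 50557548). The sample records name both a TruSeq stranded mRNA kit and a SMARTER mRNA kit, and the sources used here do not settle which one made these libraries or whether counting used strand. Whole read counts were scaled by TMM, and genes with low counts were left out with filterByExpr before edgeR's quasi-likelihood test was applied. Replicate numbers in the sample records do not state any pairing of mice across groups.

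**Figure D1:**
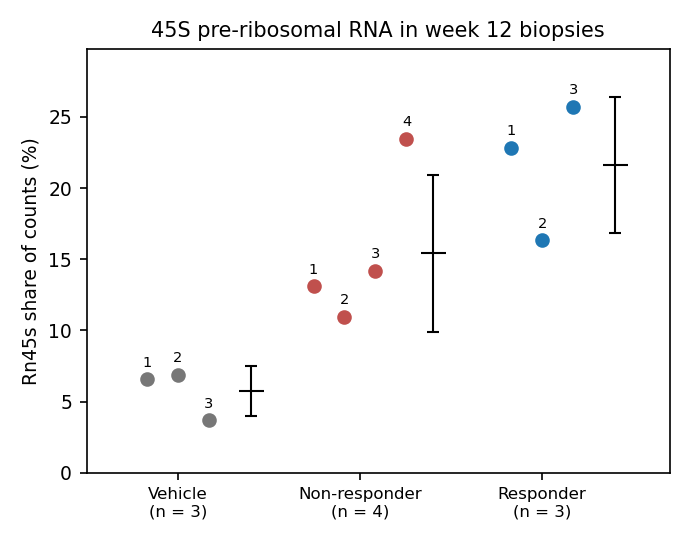
Share of all read counts taken by Rn45s, in percent, in each of the 10 biopsies, with points for single mice and bars for the mean and SD of each group. Vehicle biopsies lie between 3.70% and 6.87%, non-responders between 11.0% and 23.5%, and responders between 16.3% and 25.7%.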

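Before treatment, Jmjd1c, which encodes a jumonji domain histone demethylase family protein, had 312 ± 7.72 CPM (counts scaled by TMM; SD, n = 3) in responders and 159.9 ± 11.5 (SD, n = 4) in non-responders. Its log2 fold change was 0.96 (standard error 0.13, adjusted p = 0.0986 from edgeR's quasi-likelihood test), which does not pass the threshold of 0.05. Maml3, a coactivator of Notch signaling, stood at 83.1 ± 4.98 CPM (SD, n = 3) in responders and 32.8 ± 6.50 (SD, n = 4) in non-responders, a log2 fold change of 1.34 (standard error 0.18). Rai1, a chromatin-binding regulator of transcription that shares exon sequence with an overlapping gene, had a log2 fold change of 1.23 (standard error 0.15), with the same adjusted p as Jmjd1c and Maml3. On the lower side, Synpo, an actin-associated protein, had 2.15 ± 0.714 CPM (SD, n = 3) in responders and 11.5 ± 3.72 (SD, n = 4) in non-responders, a log2 fold change of −2.41 (standard error 0.37). None of these genes passed, and edgeR called 0 of 10826 genes between the groups at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 1502 genes, 838 higher and 664 lower in responders. DESeq2 called 273 genes on the same counts, limma called 0 on the authors' log2 values, and a linear model without moderation called 4, which were Rai1, Jmjd1c and Thoc1 (higher) and Dgat2 (lower). Leaving out responder 1, responder 2 or non-responder 3 gave 1 called gene each, which were Zfp708 and Hnrnpf, whose FPKM values differ 100 times or more between biopsies, and Myc, and leaving out non-responder 4 gave 0 with 2155 at an unadjusted p under 0.05 (edgeR). Thoc1, a subunit of the complex that exports mRNA from the nucleus, and these 3 genes were chosen for mention after their values were seen.

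The 10 genes with the smallest p on each side, among those with all responders on one side of all non-responders, are given as values that do not pass. With higher values were also Rbm25 (log2 fold change 1.10), a splicing regulator that shares exon sequence with another gene, Ralgps1 (0.96), an exchange factor for Ral GTPases, Rpph1 (0.80), the RNA of ribonuclease P, and Camk2b (0.83), a calmodulin-dependent kinase. The same holds for 1190007I07Rik (1.43), Vti1a (0.72), a SNARE protein of vesicle transport, and Uqcr11 (0.73), a subunit of respiratory complex III. With lower values were Rps27 (−1.30), a protein of the small ribosomal subunit, Zbtb41 (−1.35), a zinc finger protein, Nectin3 (−0.86), a cell adhesion protein, Fam222b (−1.45) and Repin1 (−1.31), a zinc finger protein whose exons overlap another gene. H2-Q9 (−1.09) is an MHC class I gene whose reads can be shared with near-identical paralogs, so its value is uncertain. AW209491 (−4.40) and Pard6a (−5.94), a cell polarity protein, were near 0 in some biopsies and expressed in others. Adjusted p from edgeR's quasi-likelihood test was between 0.165 and 0.186 for these genes and Synpo. In all, 1547 genes (14.3%) had responders and non-responders without overlap, a share that averages 5.71% over all splits of 7 biopsies into 3 and 4.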

Pretreatment mRNA expressions of *Akr1d1*, *Cyp8b1*, and *Rxra*, which are surrogate markers for the classic BA synthesis pathway, were downregulated in the OCA-responder group compared to non-responder group (Fig. 5B–C). Additionally, pre-treated hepatic Cyp8b1 expression was lower in the OCA-responder group, (Fig. 5D). 

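Cyp8b1, the sterol hydroxylase that directs bile acid synthesis toward cholic acid, had 20.2 ± 15.7 CPM (SD, n = 3) in responders and 23.1 ± 12.0 (SD, n = 3) in non-responders 1 to 3, the biopsies shown by name in Fig. 5C. Akr1d1, the steroid reductase of bile acid synthesis, had 44.1 ± 16.4 (SD, n = 3) in responders and 50.7 ± 11.3 (SD, n = 3) in these non-responders. Rxra, the nuclear receptor that pairs with the farnesoid X receptor, had 308 ± 86.3 (SD, n = 3) and 377 ± 14.5 (SD, n = 3). The log2 fold changes over these 6 biopsies were −0.19 (standard error 0.54) for Cyp8b1, −0.20 (standard error 0.29) for Akr1d1 and −0.29 (standard error 0.19) for Rxra, with adjusted p of 0.879, 0.748 and 0.434 from edgeR. All 3 genes had lower means in responders, and none of the differences exceeded the spread between mice in this test.

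Non-responder 4 is not among the biopsies of Fig. 5C, and the paper's text gives no reason for this. It had 41.4 CPM of Cyp8b1, 30.7 of Akr1d1 and 348 of Rxra. Over all 7 biopsies Cyp8b1 (chromosome 9 of GRCm38, 121914356 to 121916305) had a log2 fold change of −0.44 (standard error 0.51, adjusted p = 0.728 from edgeR's quasi-likelihood test; exact permutation test, two-sided p = 0.343). Its level in non-responders was then 27.7 ± 13.4 (SD, n = 4), and responder 3, at 38.3, lay above 3 of the 4 non-responders. The log2 fold change of Cyp8b1 was −1.30 without responder 3 (adjusted p = 0.358 from edgeR) and −0.12 without responder 1 (adjusted p = 0.947). Akr1d1 (chromosome 6, 37530173 to 37568815) had 45.7 ± 13.6 (SD, n = 4) in non-responders, a log2 fold change of −0.05 (standard error 0.30, adjusted p = 0.964 from the same edgeR test; exact permutation p = 0.857). The sign of Akr1d1 turns without responder 1 (0.22) and without non-responder 2 (0.15), and with the log2 share of Rn45s as a covariate (0.33), while it was −0.31 without responder 3. Rxra (chromosome 2, 27676440 to 27762957) had 370.0 ± 18.8 (SD, n = 4) in non-responders, a log2 fold change of −0.27 (standard error 0.18, adjusted p = 0.557 from edgeR; exact permutation p = 0.286). Responder 1 had the highest Rxra value of the 7 biopsies, 404, and without it the log2 fold change was −0.50 (adjusted p = 0.261 from edgeR), while without responder 3 it was −0.11.

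Cyp7a1, the rate-limiting enzyme of the classic pathway, had 286 ± 119.9 CPM (SD, n = 3) in responders and 185 ± 62.9 (SD, n = 4) in non-responders, a log2 fold change of 0.63 (standard error 0.34, adjusted p = 0.439 from edgeR). Its log2 fold change was 0.29 to 1.18 over 22 alternatives of edgeR, limma and DESeq2, and it passed in none. Of 5 genes of the classic pathway fixed beforehand, 3 had higher and 2 lower values in responders, with a median of 0.04 (adjusted p = 0.485 from limma's camera), and among them were Akr1c6 (0.47), a hydroxysteroid dehydrogenase, and Hsd3b7 (0.04), which acts on the sterol ring. That median was −0.03 on the authors' log2 values, 0.03 to 0.22 when 1 biopsy was left out and 0.33 with the log2 share of Rn45s as a covariate. All 5 measured genes of the alternative pathway had higher values in responders, with a median of 0.50 (adjusted p = 0.299 from camera). That median falls to 0.04 without responder 1 and to 0.11 without responder 2. With the log2 share of Rn45s as a covariate, Cyp27a1 turns to −0.05 and Cyp46a1 to −0.26. Of the 5 genes, Cyp7b1, the oxysterol hydroxylase, had 13.7 ± 16.1 (SD, n = 3) in responders and 7.59 ± 2.26 (SD, n = 4) in non-responders. Its log2 fold change of 0.85 (adjusted p = 0.603, edgeR) became −0.75 without responder 1. Cyp27a1, which hydroxylates the sterol side chain, had 0.09, Cyp39a1, another oxysterol hydroxylase, 0.50, Cyp46a1, a cholesterol hydroxylase, 0.14, and Cyp2c70, which makes muricholic acids, 0.75 as log2 fold change. Without non-responder 4, Cyp27a1 had 0.19, Cyp39a1 0.30, Cyp46a1 0.71 and Cyp2c70 0.48. None of the genes in either list passed, also when adjusted over the list alone (0 in each; edgeR, with Akr1c6 as the 1 gene at an unadjusted p under 0.05). The receptor genes Nr1h4, encoding the farnesoid X receptor, and Nr0b2, its target, had log2 fold changes of −0.01 and 0.08, Nr1h3, the liver X receptor, −0.27, and Rora 0.29, with 1 exon overlap to another gene. The paper states that Akr1d1, Cyp8b1 and Rxra stand for the classic pathway of bile acid synthesis and were lower in OCA-responders before treatment.

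**Figure D2:**
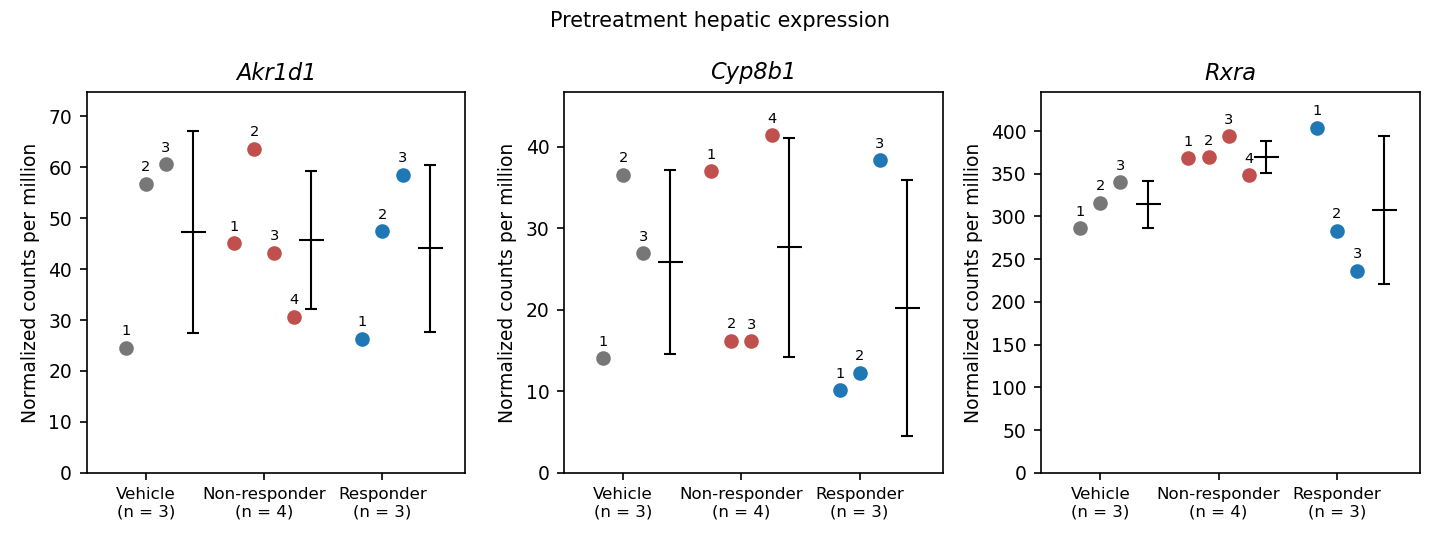
Normalized CPM of Akr1d1, Cyp8b1 and Rxra in each of the 10 biopsies, as points numbered by replicate, with bars for the mean and SD of each group. Responders and non-responders overlap for each of the 3 genes.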

Hepatic levels of total BAs in the OCA-responder group were higher than those in the non-responder group (*p <* 0.0001) (Fig. 5E–G). Baseline serum MCAs concentration were higher and taurocholic acid (T-CA) was lower in the OCA-responder group compared to non-responder (Fig. 5E–H).

**Fig. 5:**
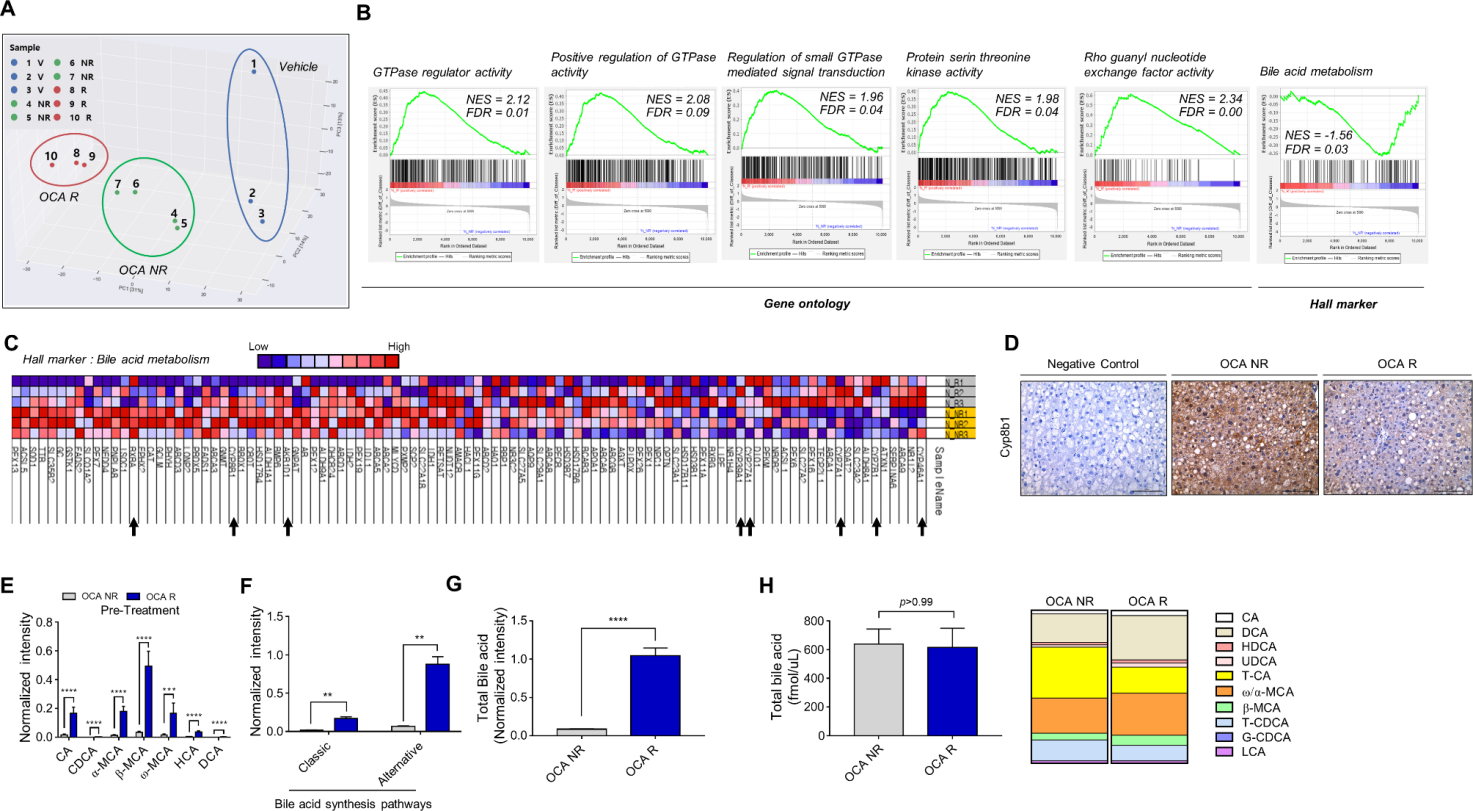
Multi-omics analysis of liver samples from the responder and non-responder groups before treatment. (**A**) Principal coordinate analysis plot and (**B**) gene set enrichment analysis (GSEA) results of the liver tissue transcriptome. (**C**) Heatmap of bile acid metabolism from GSEA. The hepatic levels of (**D**) Cyp8b1 (**E**, **F**, **G**) bile acids, and total bile acids. (**H**) Total bile acid and bile acid composition in the serum according to the response to OCA. Data are presented as mean ± standard error of mean. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 (Mann-Whitney U test) CA, cholic acid; CDCA, chenodeoxycholic acid; MCA, muricholic acid; HCA, hyocholic acid; DCA, deoxycholic acid; T-CA, taurocholic acid; LCA, lithocholic acid; T-CDCA, tauro chenodeoxycholic acid; G-CDCA, glycochenodeoxycholic acid; NES, normalized enrichment score; FDR, false discovery rate

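Genes of cytosolic ribosomal proteins were lower in responders than in non-responders before treatment, with a median log2 fold change of −0.60 over the biopsies of Fig. 5C and −0.47 with non-responder 4 included, which shrinks to −0.10 with the log2 share of Rn45s as a covariate (adjusted p = 0.103 from camera). Of 77 measured members, 72 had lower values, among them Rpl15 (−0.71) and Rpl10 (−0.68), which belong to the large ribosomal subunit (adjusted p = 2.12e-13 from limma's camera; p = 0.189 with an estimated correlation). Cholesterol synthesis genes were lower too, with medians of −0.25 without and −0.38 with non-responder 4, −0.24 without responder 1, −0.59 without non-responder 2 and −0.85 without responder 3, and 21 of 24 measured members had lower values (adjusted p = 0.000244 from camera; p = 0.235 with an estimated correlation). Its members include Tm7sf2 (−1.27), a sterol reductase, Mvk (−1.13), mevalonate kinase, Fdps (−1.03, and −0.64 without non-responder 4), farnesyl diphosphate synthase, and Fdft1 (−0.89), squalene synthase. Genes of gluconeogenesis and the feeding state were higher, with medians of 0.51 without and 0.41 with non-responder 4 and 9 of 12 members on the higher side (adjusted p = 0.000730 from camera; p = 0.0957 with an estimated correlation).

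In that list, Ppargc1a (1.97), a coactivator of fasting genes, Pck1 (0.67), which makes phosphoenolpyruvate, Igfbp1 (1.15), an insulin-repressed binding protein, and Irs2 (0.89), an insulin receptor substrate, had the smallest p. Regulators of Ras, Rap, Arf and Rab GTPases, such as Rabgef1 (1.11), Cyth1 (0.91) and Asap1 (0.75), had 86 of 118 members on the higher side and a median of 0.19 (adjusted p = 0.000110 from camera; p = 0.134 with an estimated correlation). That median was 0.07 with the log2 share of Rn45s as a covariate, 0.12 without responder 1 and 0.28 without non-responder 4. Serine/threonine kinases, such as Map3k13 (1.09), Csnk1e (0.85) and Cdk8 (0.67), had 121 of 191 members on the higher side and a median of 0.14 (adjusted p = 0.00218 from camera; p = 0.183 with an estimated correlation). That median was 0.04 with the same covariate, 0.08 without responder 1 and 0.22 without non-responder 4. Without quantile normalization these 2 medians were −0.03 and −0.07, where the median of all genes itself shifts by −0.15. All 4 measured cholangiocyte markers had lower values, among them Sox9 (−0.79), Krt19 (−1.58) and Spp1 (−0.27, and −0.43 without non-responder 4), with a median of −0.64 (adjusted p = 0.0486 from camera; p = 0.0502 with an estimated correlation).

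The bile acid metabolism list of 114 genes, 104 of them measured, had a median of −0.08 over the biopsies of Fig. 5C (adjusted p = 0.299 from camera) and −0.06 over all 7 (adjusted p = 0.214; p = 0.542 with an estimated correlation), with 62 members on the lower and 42 on the higher side. It holds Pex13 (−0.95), a peroxisomal import protein, Acsl5 (−0.64), an acyl-CoA synthetase, Idi1 (−1.39), an isomerase of isoprenoid synthesis, and Aldh8a1 (0.41), an aldehyde dehydrogenase. It passed without responder 3 (median −0.18, adjusted p = 0.00708 from camera) and with a median shift in place of quantile normalization (−0.10, adjusted p = 0.0351). Without responder 1 its median was −0.01 (adjusted p = 0.904 from camera). Its members were written from general knowledge of the pathway and can differ from the released set behind Fig. 5C. Gene set enrichment on the difference of group means, with genes permuted, gave it a normalized score of −1.56 both without non-responder 4 (permutation, adjusted p = 0.0258) and with it (permutation, adjusted p = 0.0249). Lists of bile acid transport, side chain and conjugation steps, and nuclear receptors had medians of −0.06, −0.06 and −0.02 and did not pass (adjusted p = 0.853, 0.812 and 0.853 from camera). Leaving out 1 biopsy gave −0.08 to 0.10, −0.20 to 0.02 and −0.09 to 0.11 for these 3 medians, so none has a settled direction.

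Of 34 lists tested with camera, 8 passed at an adjusted p under 0.05, 9 without non-responder 4 and 15 without responder 3, and 6 of the 8 are described here. When adjusted over the list alone, 6 ribosomal protein genes, 2 of the Ras to Rab regulators, 2 kinases and 1 gluconeogenesis gene passed in edgeR, and none of the others in these 8 lists did. With an estimated correlation no list passed, where the smallest adjusted p was 0.667. With the log2 share of Rn45s as a covariate, cholesterol synthesis was the 1 list past the threshold (median −0.81), while gluconeogenesis (0.35) and cholangiocyte markers (−0.54) kept most of their medians and did not pass (adjusted p = 0.103 and 0.255 from camera). Cholesterol synthesis did not pass without responder 1 (median −0.24, adjusted p = 0.261 from camera). Cholangiocyte markers did not pass without non-responder 1 (adjusted p = 0.0765 from camera), non-responder 2 (0.0643) or responder 2 (0.0966).

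On principal components of the 10 biopsies, the first 3 held 25.6%, 15.0% and 13.6% of the variance, and differences between the 3 groups accounted for 48.0% of the variance on these components (exact permutation test over 4200 assignments, p = 0.00333). Responders lay at 22.6 to 43.7 on the first component and non-responders at −14.3 to 25.2, a difference of 34.9 in the means (exact permutation test, two-sided p = 0.114). Principal components were also computed from the 7 biopsies of the later OCA group alone. The first of these correlated with the log2 share of Rn45s (Pearson's r = 0.869, exact permutation p = 0.0165; Spearman's coefficient = 0.821, exact permutation p = 0.0341; r = 0.943 without the 2 biopsies farthest from the median). The sign of that component is arbitrary and was set to make r positive.

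**Figure D3:**
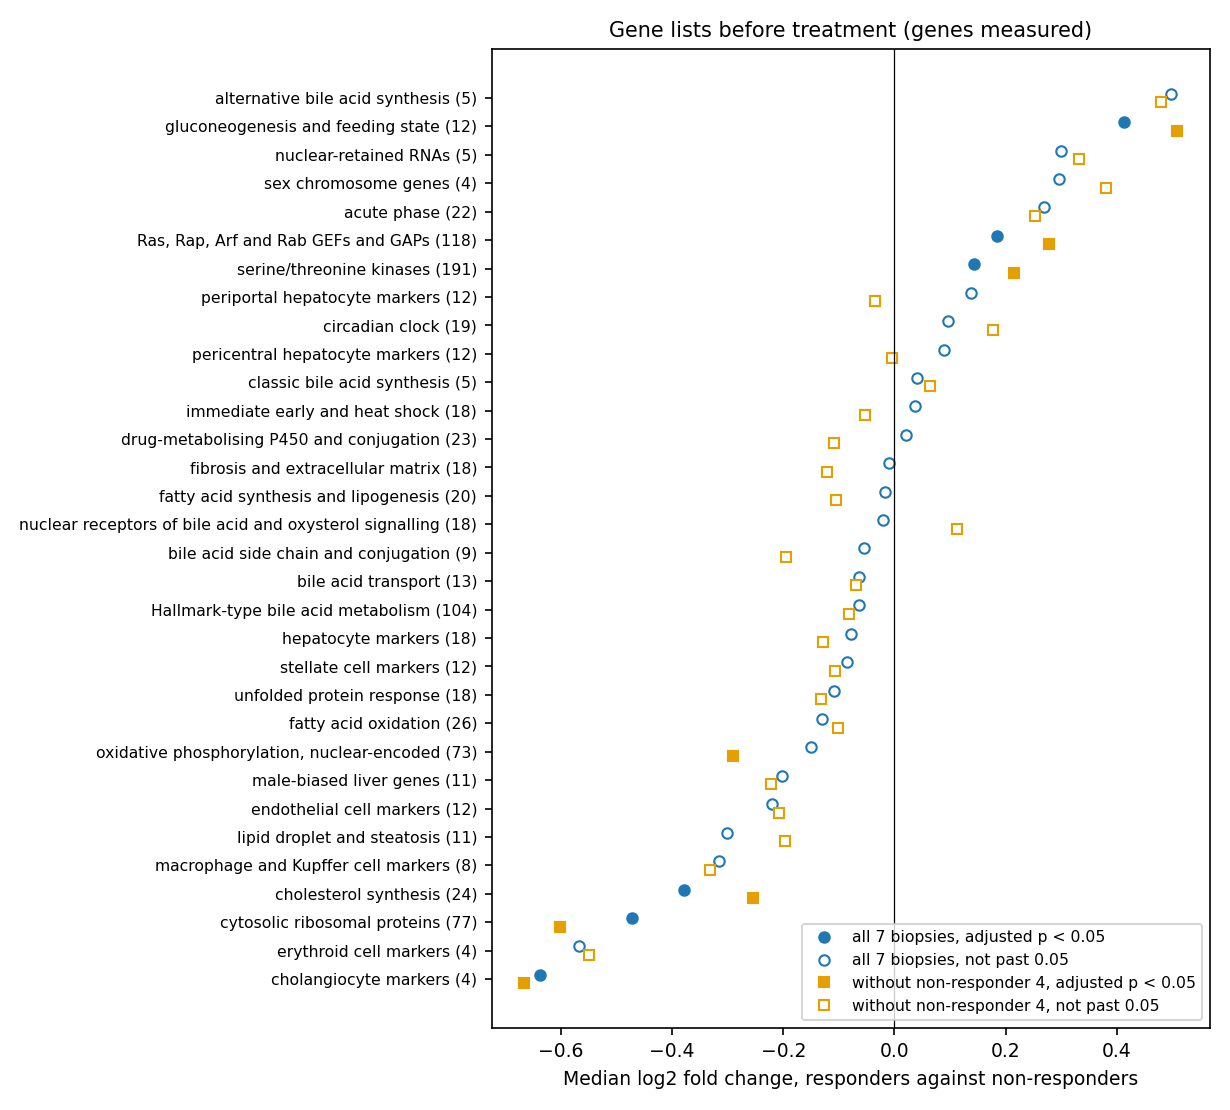
Median log2 fold change of responders against non-responders before treatment for 32 of the 34 gene lists, with the number of measured genes in parentheses. Circles are all 7 biopsies and squares leave out non-responder 4, and filled symbols have an adjusted p under 0.05 from camera; ribosomal proteins lie at −0.47 and −0.60.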

### Role of CYP7B1 in OCA treatment and it’s regulation

OCA treatment inhibits the activation of LX-2 cells. Transfection with short-interfering RNA against *CYP7B1* (siCYP7B1) blocked the anti-fibrotic effect of OCA in LX-2 cells (Fig. 6A–C). OCA treatment downregulated the expression of TGFβ-induced fibronectin and collagen 1, but which was disappeared after transfection with siCYP7B1. Next, the effect of glucose on the mRNA levels of *CYP7A1*, *CYP8B1*, and *CYP7B1* was examined (Fig. 6D). Glucose upregulated the *CYP7A1* and *CYP8B1* mRNA levels and downregulated the *CYP7B1* mRNA levels in a dose-dependent manner (Fig. 6D). Additionally, glucose dose-dependently downregulated the *RORA* mRNA levels but did not affect the *NR1H3* mRNA levels (Fig. 6E). Furthermore, hepatic *CYP7A1*, *CYP8B1*, and *CYP7B1* mRNA levels were not dependent on insulin concentration (Fig. 6F).

**Fig. 6:**
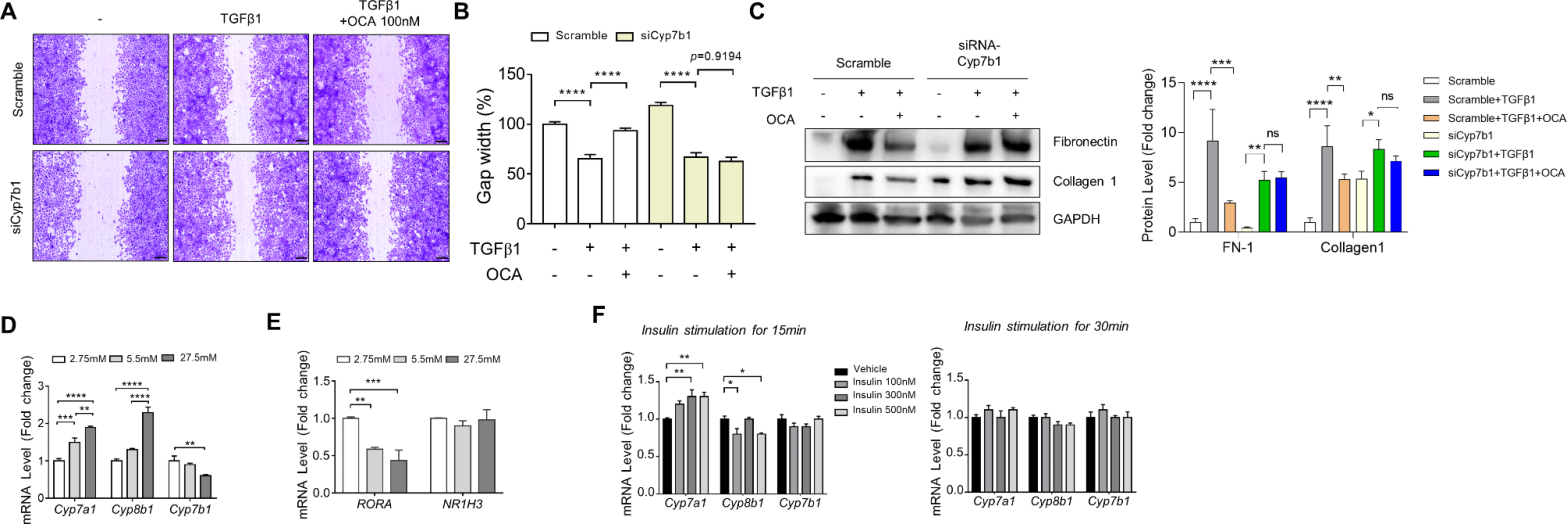
Effect of OCA on the LX-2 cells transfected with short-interfering RNA (siRNA) against***CYP7B1*(si-CYP7B1) and glucose on the expression levels of cytochrome P450 family genes related to bile acid synthesis.** (**A**) Wound healing assay using TGFβ1 and OCA in scramble and si-CYP7B1-transfected LX-2 cells. (**B**) A wound was introduced in the monolayer of scramble and si-CYP7B1-transfected cells. Wound healing was measured after 24 h. (**C**) Evaluation of fibrosis-related marker proteins. Comparative analysis of *CYP7A1*, *CYP8B1*, and *CYP7B1* mRNA levels according to (**D**) glucose concentrations in HepG2 cells. (**E**) *RORA* and *NR1H3* mRNA levels according to glucose concentration. Comparative analysis of *CYP7A1*, *CYP8B1*, and *CYP7B1* mRNA levels according to (**F**) insulin concentrations in HepG2 cells. Data are shown in bar diagrams as mean ± standard error of mean from three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 (one-way analysis of variance). Scale bars, 200 μm

## Discussion

This study demonstrated that the alternative BA synthesis pathway was upregulated, and the classical BA synthesis pathway was downregulated in the OCA-responder group compared with those in the non-responder group. In addition to transcriptome data, the results of BA proteome and intestinal microbiome analyses (as the abundance of *Parabacteroides* and *Bacteroides*) supported our hypothesis. The OCA response rate in the OCA-treated group was 37%, which increased up to 80% in case with a Cyp7b1/Cyp8b1 ratio of ≥ 5.0.

Strength of this study is that we used a histologically proven NAFLD mouse model. By performing pre-study liver biopsy to confirm the development of NAFLD, we could mimic the feature of human clinical trials as far as we can using mouse model. A high-fat diet may not always induce fatty liver in animals, and the degree of fatty liver induction varies between individual animals [9]. Therefore, liver biopsy before treatment could increase the reliability of animal study results. Moreover, pre-study liver biopsy can aid in narrowing down a drug-specific biomarker using multi-omic analysis to predict treatment responses. In this study, a drug-specific biomarker was identified between the OCA-responder and non-responder groups by multi-omics analysis of the liver biopsy before treatment.

Currently, drug-specific biomarkers to predict the treatment response in patients with NAFLD before treatment are not available. Identification of drug-specific biomarkers increases the success rate and decreases the sample size and the cost of clinical trials. Therefore, there is a need to identify a biomarker using a multi-omics approach for the prediction and monitoring of treatment responses in NAFLD.

The abundances of *Parabacteroides* were upregulated, whereas those of *Ruminococcaceae, Lanchospiraceae*, and *Eubacterium* were downregulated in the OCA-responder group. The intestinal microbiome can modulate bile composition. Conversely, bile composition can regulate the intestinal microbiome composition [9]. Gut microbes catalyze the epimerization of the 7-hydroxyl group of BA and activate 12α-dehydroxylase, which modulates the proportion of non-12-OH BAs [9, 27, 28]. Thus, the gut microbiota may regulate the expression of hepatic Cyp7b1. Previous studies have demonstrated that the alternative BA synthesis pathway was positively correlated with the abundances of *Parabacteroides, Mucispirillum, Bacteroides, and Prevotella* but was negatively correlated with the abundances of *Eubacterium, Clostridium*, and *Ruminococcaceae* [29, 30]. Further studies are needed to determine whether the abundance of *Parabacteroides*, *Bacteroidetes*, *Ruminococcaceae*, *Lanchospiraceae*, and *Eubacterium* can predict the OCA treatment response.

Our data showed that hepatic Cyp7B1 and Cyp39A1 expression correlated with OCA response. CYP7B1 and CYP39A1 are positively regulated by RORA [16]. The RORA response elements in the promoter and first intronic regions positively regulate CYP39A1 expression [31]. Additionally, RORA may be positively correlated with the alternative BA synthesis pathway. A recent study reported that RORA agonists attenuated fatty liver progression in NAFLD mice and regulate hepatic lipid homeostasis by modulating PPARγ [32, 33]. Consistently, RORA and CYP7B1 expression in HepG2 cells showed that glucose dose-dependently downregulated in this study.

This study showed that the OCA response depends on the CYP enzyme levels. It is very well known that CYP is an important enzyme for drug metabolism. There is possible that the cytochrome P450 system was involved in OCA drug metabolism. However, OCA is not metabolized by CYP enzymes in humans [34]. The cytochrome P450 enzyme CYP7B1 mediates the hydroxylation of carbons 6 and 7 of the B ring of oxysterol and steroids [35]. OCA has an alkyl group and a hydroxyl group at the corresponding position. Hence, the role of CYP7B1 in regulating the metabolism of OCA must be analyzed.

This study has several limitations. First, the expression of hepatic Cyp7b1 and activation of alternative BA synthesis pathways in the liver were discovered as biomarkers for the prediction of OCA treatment response in this study. However, hepatic Cyp7b1 or Cyp7b1/Cyp8b1 ratio expression was not quantitative and its invasive nature. It is necessary to discover a quantitative non-invasive biomarker that can evaluate the activity of hepatic Cyp7b1 or an alternative bile acid synthesis pathway in the liver. Our data showed that the abundances of *Bacteroides* and *Parabacteroides* were associated with the alternative BA synthesis pathways. Other study also suggested that abundances of Bacteroides and Parabacteroides associated with alternative BA synthesis pathways [9, 29, 30]. However, further studies are needed to determine whether the gut microbiome composition can be a predictive biomarker for OCA treatment response. Second, the roles of Cyp7b1 in the metabolism of OCA are unclear. Cyp7b1 modulates phase I drug responses, which may affect drug concentration. Hence, future studies needed the role of Cyp7b1 in OCA metabolism. In addition, our data seemed to be Cyp7b1 showed critical role of OCA action. siCYP7B1 blocked anti-fibrotic effect of OCA in LX-2 cells. Further evaluation using *Cyp7b1* knockout mice is needed in the future.

In conclusion, upregulated hepatic alternative bile acid synthesis pathway or high hepatic CYP7B1 can be a potential biomarker to monitor the OCA treatment response in NAFLD.

## Materials and methods

### Study design

After 12 weeks of feeding on a western diet, prior to treatment, pre-study liver biopsy was done to confirm the development of NAFLD (Fig. 1A). Biopsy proven NAFLD mice were randomly stratified into two groups (control and treatment groups). After 4 weeks, the mice were administered with either vehicle (control group) or OCA (5 mg/kg bodyweight/day, OCA group) through oral gavage for 8 weeks. The vehicle and OCA groups scarified at week 24 to evaluate the treatment response based on responder (NAS of ≤ 3) and non-responder.

### Animals

C57BL/6 mice obtained from Orient Bio (Seongnam, Korea) were maintained at a stable temperature (23 ± 2 °C) in a pathogen-free room under a 12-h light/dark cycle. To induce non-alcoholic fatty liver disease (NAFLD), mice were fed a western diet (D12079B, Research Diets Inc., NJ, USA) for 24 weeks. The mice were stratified based on the NAFLD activity score and randomly classified into the vehicle and obeticholic acid (OCA) groups.

### Pre-study liver biopsy in NAFLD animal model

Mice were anesthetized by intraperitoneal injection of zoletil® (tiletamine and zolazepam, 25 mg/kg) and Rompun® (xylazine hydrochloride, 25 mg/kg). The hair on the abdomen of the anesthetized mouse was shaved, and the incision area was sterilized with an iodine solution. Liver biopsy was performed after introducing a midline incision. To prevent bleeding, a heated spatula was applied to the biopsy site. The wound was closed with a 3 − 0 or 5 − 0 Vicryl suture [36]. The experimental protocol was approved by the Institutional Animal Care and Use Committee of Hanyang University (HY-IACUC-19-0030).

### Definition of OCA-responder and non-responder groups

To calculate the NAS, the mouse liver section stained with hematoxylin and eosin staining was scored. The OCA-responder group was defined as mice with an NAS of ≤ 3 at the end of treatment.

### Biochemical analysis

The blood samples in a serum separation tube (Vacutainer SST II Plastic serum tube, BD367955, Becton-Dickinson & Co., CA, USA) were centrifuged at 1500 rpm for 15 min. The serum was transferred to a new Eppendorf tube. Serum analysis was performed by an animal sample diagnosis company (KNOTUS. Co. Ltd., Guri, Korea). The serum levels of aspartate aminotransferase, alanine aminotransferase, total cholesterol, and triglycerides were analyzed using a Clinical analyzer 7180 (HITACHI, Japan).

### Histological and immunohistochemical analyses of the liver

Fresh liver tissues were fixed with 4% paraformaldehyde at 4 °C overnight and embedded in paraffin. The paraffin-embedded liver tissues were sectioned to a thickness of 4 μm and stained with hematoxylin and eosin solution. The sections were observed under a Virtual Microscope Axio Scan.Z1 (Zeiss, Oberkochen, Germany). Additionally, the liver sections were stained with anti-Cyp7b1 (MBS768409, MyBioSource, CA, USA) and anti-Cyp8b1 antibodies (PA5-37088, Thermo Fisher Scientific, MA, USA) overnight at 4 °C. After washing thrice with PBS containing 0.1% Tween-20 (PBS-T), the sections were incubated with the secondary antibodies in PBS for 30 min at 37 °C. The sections were washed thrice with PBS-T and incubated with an ABC reagent (PK-6100, Vector Lab, CA, USA) at room temperature for 30 min. Further, the sections were washed thrice with PBS-T, stained with 3,3′-diaminobenzidine (SK-4100, Vector Labs, CA, USA), dehydrated, and mounted. The sections were observed under a microscope (Virtual Microscope Axio Scan.Z1, Zeiss).

### Transcriptome analysis

Transcriptome analysis was performed by Macrogen (Seoul, Korea). Paired-end sequencing of the cDNA library (101 bp) was performed using a NovaSeq instrument. The sequence quality was confirmed with FastQC v. 0.11.7. The low-quality reads and adapter sequences were trimmed using Trimmomatic v 0.38 [37]. The preprocessed raw reads were aligned to the *Mus musculus* genome (mm10) using HISAT v2.1.0 [38]. In HISAT, two types of indices are used for alignment (a global, whole-genome index and tens of thousands of small local indexes), which were constructed using the same Burrows-Wheeler transform/graph Ferraggina-Manzini index as Bowtie2. Reference genome sequence and annotation data of *Mus musculus* (mm10) were downloaded from the UCSC table browser (http://genome.uscs.edu). Transcript assembly and abundance estimation were performed using StringTie [39, 40]. The relative abundance estimates were determined based on the fragments per kilobase of transcript per million mapped read (FPKM) values of the transcripts and genes. The FPKM values were used to comparatively analyze the gene abundance between samples.

### Transcriptome analysis of liver tissue

The relative gene abundance was expressed as fragments per kilobase of transcripts per million map reads (FPKM) using StringTie. One was added to all FPKM values of the filtered genes, except for genes with one or more zero-adjusted FPKM values in the sample, to facilitate log_2_ transformation. The filtered data were obtained after log_2_ transformation and quantile normalization. 

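Dgat2, which catalyzes the last step of triglyceride synthesis, had 516 ± 10.9 CPM (SD, n = 3) in responders and 829.8 ± 52.3 (SD, n = 4) in non-responders before treatment, with 751 in non-responder 4. Its log2 fold change was −0.68 (standard error 0.13, adjusted p = 0.186 from edgeR's quasi-likelihood test), lower in all 3 responders than in all 4 non-responders. Vehicle biopsies had 434, 725 and 905 CPM of Dgat2, a range that takes in both groups. In the authors' deposited table, Dgat2 is the 1 gene with an adjusted p under 0.05 between responders and non-responders, with a fold of −1.65 and an adjusted p of 0.000422 from the authors' test. In the quantile-normalized log2 values, responders 2 and 3 share 7.75. Non-responders 2 and 4 share 8.47 there, although they had 858 and 751 CPM. Between responders and vehicle, that deposited table lists 2 such genes, Ylpm1 with a fold of 1.47 and Agpat2, an acyltransferase of triglyceride and phospholipid synthesis, with a fold of −2.07. At an unadjusted p under 0.05 the authors' deposited table holds 1164 genes for responders against non-responders. It gives folds of −1.07 for Akr1d1, −1.28 for Rxra and −1.43 for Cyp8b1 in that comparison, with the authors' adjusted p at 0.948, 0.679 and 0.799. Ylpm1 and Agpat2 were chosen for mention after their values were seen.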

The differential gene expression data were analyzed using independent t-tests and expressed as fold changes (FCs). The statistical significance of differential expression data was determined using independent t-tests and FC, the null hypothesis of no difference between groups. The false discovery rate (FDR) was controlled by adjusting the *p*-value using the Benjamini-Hochberg algorithm. Differentially expressed gene sets were analyzed through hierarchical clustering with perfect connectivity and Euclidean distance as measures of similarity. Gene set enrichment analysis (GSEA v.4.03) was performed to determine whether a predefined set of genes was markedly enriched or depleted between the two phenotypes [41, 42]. The GSEA datasets were downloaded from http://www.gsea-msigdb.org/gsea/downloads.jsp.

### Metabolomic analysis of liver tissues

The liver tissue of BAs were analyzed at the EZ mass, Jeon Ju. Ultra-performance liquid chromatography quadrupole time-of-flight mass spectrometry and minimum reaction monitoring (MRM) data were collected, normalized, and aligned using UNIFI software version 1.8.2 (Waters). Data alignment was performed using retention time and mass windows of 0.2 min and 0.05 Da, respectively. The mass intensity of the target compound was normalized to the average mass intensity of the internal standard (terfenadien). BA metabolites were identified based on the MRM data and data from previous studies [43, 44]. Total BA contents were analyzed using the Mann-Whitney U test.

### Serum bile acid compositions

The serum levels of BAs were analyzed at the Asan Hospital, Seoul. Approximately 30 μL of mouse serum was preprocessed according to the internal standard manual and stored at − 20 °C. The samples stored at − 20 °C were reconstituted with 50% methanol and subjected to liquid chromatography-tandem mass spectrometry using a 1290 HPLC system (Agilent, Waldbronn, Germany) and QTRAP 5500 (AB Sciex, Toronto, Canada). MRM was performed in negative ion mode. The chromatography conditions were as follows: column temperature, 24 °C; flow rate, 200 μL/min. The ion chromatograms corresponding to specific transitions of each BA were used for quantification. The calibration concentration range for each metabolite was 0.1–10,000 nM (r^2^ ≥ 0.99). Data analysis was performed using Analyst 1.5.2.

### Intestinal microbiome analysis

Bacterial genomic DNA was extracted from fecal samples using the QIAamp DNA stool mini kit (Qiagen, Hilden, Germany), following the manufacturer’s instructions. The V1/V2 region of 16 S rRNA genes was amplified using an 8-base barcoded primer that tags the polymerase chain reaction (PCR) products of the samples. The amplicons were purified using a QIAquick PCR purification kit (Qiagen, Hilden, Germany). Next, the amplicons from different samples were pooled in equimolar concentrations. The quality and quantity of each constructed library were verified using a BioAnalyzer 2100 microfluidics-based device (Agilent, CA, USA). Sequencing was performed using an Ion Torrent Personal Genome Machine (Thermo Fisher Scientific, MA, USA), following the manufacturer’s instructions. The raw sequencing reads were analyzed using the QIIME 2 pipeline 29 (version 2020.11). Permutational multivariate analysis of variance was used to compare the differences in the gut microbial community among the groups. The abundance of microbial taxa between the two groups was analyzed using the Mann-Whitney U test. The p-values were corrected for multiple testing with the Benjamini-Hochberg correction (FDR). The basic statistical analyses were performed using GraphPad Prism, version 9.1.0 (GraphPad Software, Inc., CA, USA).

### Quantitative real-time PCR

Total RNA was extracted from the liver tissue and cells using TRIzol® reagent (15,596,026; Invitrogen, CA, USA). Quantitative real-time PCR was performed using a LightCycler®480 system (Roche Diagnostics, Mannheim, Germany) with LightCycler®480 SYBR Green I Master mix (Roche Diagnostics). The primers used for the analysis are listed in Supplementary Table 2.

### Western blotting

The liver tissues and cells were lysed in radioimmunoprecipitation assay lysis buffer containing a protease (P3100; Gene DEPOT, TX, USA) and phosphatase inhibitor cocktail solution (P3200; Gene DEPOT). The proteins in the lysates were subjected to SDS-PAGE. The resolved proteins were transferred to a 0.45 μm nitrocellulose membrane (GE Healthcare, Chicago, USA). The membrane was blocked with EzBlock Chemi (AE-1475, ATTO, Tokyo, Japan) and incubated with the primary antibodies overnight at 4 °C. The primers used for the analysis are listed in Supplementary Table 1. Next, the membrane was washed and incubated with horseradish peroxidase-conjugated anti-mouse, anti-rabbit antibodies (1:3000, GenDEPOT, TX, USA) at room temperature for 1 h. Immunoreactive signals were developed using Dyne ECL STAR (DN-250, Dyne Bio, Seongnam, Korea) and visualized using ChemiDoc™ (Bio-Rad, CA, USA).

### Cell culture

HepG2 cells (human liver cancer cells) were cultured at 37 °C in low-glucose Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin (P/S). LX-2 cells (human hepatic stellate cell line) were cultured at 37 °C in high-glucose DMEM containing 2% FBS and 1% P/S. For glucose treatment, the cells were seeded and cultured under routine culture conditions for 24 h. The cells were then washed with 1× Dulbecco’s PBS (DPBS) and incubated with glucose/pyruvate-free DMEM (Gibco) containing 2.75, 5.5, or 27.5 mM glucose for 24 h.

### Wound healing assay

Wound healing assays were performed in 6-well tissue culture plates. LX-2 cells (2.8 × 10^5^ cells/well) cultured in 6-well plates for 24 h were transfected with short-interfering RNA (siRNA) for 4 h. A scratch was introduced in the monolayer, and the cells were incubated for 24 h. The culture medium was removed, and the cells were washed twice with 1× DPBS and fixed with 4% paraformaldehyde for 30 min. The cells were washed twice with 1× DPBS and stained with 1% crystal violet containing 2% ethanol for 30 min. After washing thrice with 1× DPBS, the cells suspended in DPBS were imaged using an optical microscope (Leica DM 400 B, Wetzlar, Germany).

### siRNA transfection

The cells were transfected with siRNA against human *CYP7B1* (Komabiotech, Seoul, Korea) using Lipofectamine RNAiMAX (Invitrogen), following the manufacturer’s instructions. Next, the cells were treated with TGFβ1 and OCA for 24 h. Scrambled siRNA was used as the negative control.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism statistical software package (GraphPad Software, CA, USA). The means were analyzed using one-way analysis of variance or unpaired t-test. The data are represented as mean ± standard error of mean. Correlation analysis was performed with nonparametric Spearman’s correlation coefficient. Differences were considered significant at *p <* 0.05.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

mRNA sequencing data are publicly available in NCBI GEO via accession GSE215196.

## Abbreviations

CA: Cholic acid
CDCA: Chenodeoxycholic acid
DCA: Deoxycholic acid
FDR: False discovery rate
G-CDCA: Glycochenodeoxycholic acid
HCA: Hyocholic acid
LCA: Lithocholic acid
LXR: Liver X receptor
MCA: Muricholic acid
NAFLD: Non-alcoholic fatty liver disease
NAS: NAFLD activity score
NES: Normalized enrichment score
OCA: Obeticholic acid
StarD1: Steroidogenic acute regulatory protein
T-CA: Taurocholic acid
T-CDCA: Tauro chenodeoxycholic acid

# Supplementary material for: Discovery biomarker to optimize obeticholic acid treatment for non-alcoholic fatty liver disease
**Source:** Biol Direct. 2023 Aug 25;18:50. doi: 10.1186/s13062-023-00407-4
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary Information**

**Discovery biomarker to optimize obeticholic acid treatment for non-alcoholic fatty liver disease**

Seung Min Lee^1^, Dae Won Jun^1,2*^, Eileen Laurel Yoon^2*^, Ju Hee Oh^1^, Eun Jeoung Lee^1^, Ji-Hee Shin^3^, Young-Do Nam^3^, and Hyun Sung Kim^4^

**Table of contents……………………………………………………………………………… 1**

**Supplementary Methods ……………………………………………………………….. 2 – 6**

**Supplementary Tables S1 – 2 ………………………………………………………….. 7 – 8**

Supplementary Table S1. Primary antibody list …………………………………………... 7

Supplementary Table S2. Oligonucleotide primer list for real-time PCR………..……… 8

**Supplementary Figures and Legends S1 …………………………………………… 9 – 10**

Supplementary Figure S1. Comparison of known microbiome with positive and negative correlations with alternative pathway between responder and non-responder groups after treatment………………………………………………………………………………... 9

Supplementary Figure S2. hepatic Nr1h3 and Rora gene expression in mice at the end of study……………………………………………………………………………………..... 10

**Supplementary methods**

*Animals*

C57BL/6 mice obtained from Orient Bio (Seongnam, Korea) were maintained at a stable temperature (23 ± 2 °C) in a pathogen-free room under a 12-h light/dark cycle. To induce non-alcoholic fatty liver disease (NAFLD), mice were fed a western diet (D12079B, Research Diets Inc., NJ, USA) for 24 weeks. The mice were stratified based on the NAFLD activity score and randomly classified into the vehicle and obeticholic acid (OCA) groups.

*Histological and immunohistochemical analyses of the liver*

Fresh liver tissues were fixed with 4% paraformaldehyde at 4 °C overnight and embedded in paraffin. The paraffin-embedded liver tissues were sectioned to a thickness of 4 µm and stained with hematoxylin and eosin solution. The sections were observed under a Virtual Microscope Axio Scan.Z1 (Zeiss, Oberkochen, Germany). Additionally, the liver sections were stained with anti-Cyp7b1 (MBS768409, MyBioSource, CA, USA) and anti-Cyp8b1 antibodies (PA5-37088, Thermo Fisher Scientific, MA, USA) overnight at 4 °C. After washing thrice with PBS containing 0.1% Tween-20 (PBS-T), the sections were incubated with the secondary antibodies in PBS for 30 min at 37 °C. The sections were washed thrice with PBS-T and incubated with an ABC reagent (PK-6100, Vector Lab, CA, USA) at room temperature for 30 min. Further, the sections were washed thrice with PBS-T, stained with 3,3′-diaminobenzidine (SK-4100, Vector Labs, CA, USA), dehydrated, and mounted. The sections were observed under a microscope (Virtual Microscope Axio Scan.Z1, Zeiss).

*Transcriptome analysis*

Transcriptome analysis was performed by Macrogen (Seoul, Korea). Paired-end sequencing of the cDNA library (101 bp) was performed using a NovaSeq instrument. The sequence quality was confirmed with FastQC v. 0.11.7. The low-quality reads and adapter sequences were trimmed using Trimmomatic v 0.38 [31]. The preprocessed raw reads were aligned to the *Mus musculus* genome (mm10) using HISAT v2.1.0 [32]. In HISAT, two types of indices are used for alignment (a global, whole-genome index and tens of thousands of small local indexes), which were constructed using the same Burrows-Wheeler transform/graph Ferraggina-Manzini index as Bowtie2. Reference genome sequence and annotation data of *Mus musculus* (mm10) were downloaded from the UCSC table browser (<http://genome.uscs.edu>). Transcript assembly and abundance estimation were performed using StringTie [33, 34]. The relative abundance estimates were determined based on the fragments per kilobase of transcript per million mapped read (FPKM) values of the transcripts and genes. The FPKM values were used to comparatively analyze the gene abundance between samples.

*Metabolomic analysis of liver tissue*

Lyophilized liver and fecal samples were extracted using a bullet blender (Next Advance, NY, USA). The metabolites in the supernatant obtained after centrifugation were analyzed using an ultra-performance quadrupole time-of-flight (UPLC-Q-TOF system) (Xevo G2-S; Waters, MA, USA). The extracts were injected into an Acquity UPLC BEH C18 column (2.1 mm × 100 mm; 1.7 mm; Waters). The chromatography conditions were as follows: elution time, 12 min; flow rate, 0.35 mL/min; column temperature, 40 °C; mobile phase, 0.1% formic acid gradient. The bile acid metabolites in the eluate were analyzed using a Q-TOF MS system in the positive multiple reaction monitoring mode. The MS conditions were as follows: scan time, 0.2 s; scan range, 50–1500 m/z; capillary voltage, 3 kV; sampling cone voltage, 40 V; desolvation gas flow rate, 800 L/h; temperature, 400 °C; source temperature, 100 °C. To ensure the accuracy of the mass measurement of metabolites, the leucine-enkephalin ([M + H] = 556.2771) standard was injected at a flow rate of 0.35 μL/min and a frequency of 10 s. Quality control samples were mixed with all samples and analyzed after every 10 analyses. The mass spectra were obtained using a collision energy lamp (10 to 30 eV). The MS data, including ionic strength, m/z, and retention time, were processed using UNIFI version 1.8.2 (Waters).

*Biochemical analysis*

The blood samples in a serum separation tube (Vacutainer SST II Plastic serum tube, BD367955, Becton-Dickinson & Co., CA, USA) were centrifuged at 1500 rpm for 15 min. The serum was transferred to a new Eppendorf tube. Serum analysis was performed by an animal sample diagnosis company (KNOTUS. Co. Ltd., Guri, Korea). The serum levels of aspartate aminotransferase, alanine aminotransferase, total cholesterol, and triglycerides were analyzed using a Clinical analyzer 7180 (HITACHI, Japan).

*Western blotting*

The liver tissues and cells were lysed in radioimmunoprecipitation assay lysis buffer containing a protease (P3100; Gene DEPOT, TX, USA) and phosphatase inhibitor cocktail solution (P3200; Gene DEPOT). The proteins in the lysates were subjected to SDS-PAGE. The resolved proteins were transferred to a 0.45μm nitrocellulose membrane (GE Healthcare, Chicago, USA). The membrane was blocked with EzBlock Chemi (AE-1475, ATTO, Tokyo, Japan) and incubated with the primary antibodies overnight at 4 °C. The primers used for the analysis are listed in Supplementary Table 1. Next, the membrane was washed and incubated with horseradish peroxidase-conjugated anti-mouse, anti-rabbit antibodies (1:3000, GenDEPOT, TX, USA) at room temperature for 1 h. Immunoreactive signals were developed using Dyne ECL STAR (DN-250, Dyne Bio, Seongnam, Korea) and visualized using ChemiDoc^TM^ (Bio-Rad, CA, USA).

*Quantitative real-time PCR*

Total RNA was extracted from the liver tissue and cells using TRIzol^®^ reagent (15596026; Invitrogen, CA, USA). Quantitative real-time PCR was performed using a LightCycler^®^480 system (Roche Diagnostics, Mannheim, Germany) with LightCycler^®^480 SYBR Green I Master mix (Roche Diagnostics). The primers used for the analysis are listed in Supplementary Table 2. The expression of target genes was normalized to that of *Gapdh* or *Actb* (internal control).

*Cell culture*

HepG2 cells (human liver cancer cells) were cultured at 37 °C in low-glucose Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin (P/S). LX-2 cells (human hepatic stellate cell line) were cultured at 37 °C in high-glucose DMEM containing 2% FBS and 1% P/S. For glucose treatment, the cells were seeded and cultured under routine culture conditions for 24 h. The cells were then washed with 1× Dulbecco’s PBS (DPBS) and incubated with glucose/pyruvate-free DMEM (Gibco) containing 2.75, 5.5, or 27.5 mM glucose for 24 h.

*Wound healing assay*

Wound healing assays were performed in 6-well tissue culture plates. LX-2 cells (2.8 × 10^5^ cells/well) cultured in 6-well plates for 24 h were transfected with short-interfering RNA (siRNA) for 4 h. A scratch was introduced in the monolayer, and the cells were incubated for 24 h. The culture medium was removed, and the cells were washed twice with 1× DPBS and fixed with 4% paraformaldehyde for 30 min. The cells were washed twice with 1× DPBS and stained with 1% crystal violet containing 2% ethanol for 30 min. After washing thrice with 1× DPBS, the cells suspended in DPBS were imaged using an optical microscope (Leica DM 400 B, Wetzlar, Germany).

*siRNA transfection*

The cells were transfected with siRNA against human *CYP7B1* (Komabiotech, Seoul, Korea) using Lipofectamine RNAiMAX (Invitrogen), following the manufacturer's instructions. Next, the cells were treated with TGFβ1 and OCA for 24 h. Scrambled siRNA was used as the negative control.

**Supplementary table**

Supplementary table 1. Primary antibody list.

| Gene | Company | Product number |
| --- | --- | --- |
| Collagen1 | Abcam | ab138492 |
| CYP39A1 | Invitrogen | PA5-38909 |
| CYP7A1 | Bioss | bs-2399R |
| CYP7B1 | MyBioSource | MBS768409 |
| CYP8B1 | Invitrogen | PA5-37088 |
| Fibronectin | Abcam | ab2413 |
| GAPDH | Genetex | GTX100118 |

Supplementary table 2. Oligonucleotide primer list for real-time PCR.

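The real-time PCR primers measure genes of bile acid synthesis and its receptors. Products of the mouse pairs were located here by matching each of these pairs to the GRCm38 transcripts of GENCODE M21. The pairs listed under gene names in capital letters, from ACTB to NR1H3, were not matched. For the classic pathway, the Cyp7a1 product of 119 bp lies in exon 2 of 6 (chromosome 4, 6273682 to 6273800), and the Cyp8b1 product of 120 bp lies in exon 1 of 1 (chromosome 9, 121915648 to 121915767). For the alternative pathway, the Cyp7b1 product of 89 bp lies in exon 4 of 6 (chromosome 3, 18096626 to 18096714), and the Cyp27a1 product of 122 bp spans exons 3 to 4 of 9 (chromosome 1, 74735413 to 74735611). The Cyp39a1 product of 95 bp spans exons 5 to 6 of 12 (chromosome 17, 43685267 to 43691718), with the substitution C17T between the forward primer and the transcript, counted from 1 at the primer's 5′ end. Cyp46a1, a cholesterol hydroxylase best known from brain, has a product of 108 bp over exons 10 to 11 of 15 (chromosome 12, 108355426 to 108357523). Star, which carries cholesterol into mitochondria, has a product of 102 bp over exons 3 to 4 of 7 (chromosome 8, 25809889 to 25811000). Among the receptors, the Nr1h4 product of 147 bp lies in exon 3 of 10 (chromosome 10, 89498066 to 89498212), and the Nr0b2 product of 144 bp spans exons 1 to 2 (chromosome 4, 133553912 to 133556084). Rxra is listed under its older name Nr2b1, and its product of 110 bp spans exons 5 to 6 of 10 (chromosome 2, 27748777 to 27752416). The Gapdh pair, for a glycolysis enzyme, gives 184 bp over exons 6 to 7 (chromosome 6, 125162016 to 125162309) and also matches transcripts of 3000002C10Rik, Gm10358, Gm3272 and Gm7336. Star is not among the 10913 genes of the pre-study liver transcriptome, and in these biopsies Gapdh and Actb, a cytoskeletal actin, had log2 fold changes of −0.04 and −0.06 between responders and non-responders.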

| Gene | Forward Primer Sequences (5’ – 3’) | Reverse Primer Sequences (5’ – 3’) |
| --- | --- | --- |
| *Cyp27a1* | GAGAGTGAATCAGGGGACCA | TCAGGAATGGAGGGTTTCAG |
| *Cyp39a1* | TCATTCTGGAACCCTCCTGC | CAGCCCAAAGTACGACCAGT |
| *Cyp46a1* | CATGAGACTTCTGCCAACCA | CTTGGAACCGACAACCTCAT |
| *Cyp7a1* | CAACGGGTTGATTCCATACC | ATTTCCCCATCAGTTTGCAG |
| *Cyp7b1* | TTCTCTGGGCCTCTCTAGCA | CAGGGCTTCCATAGCTTCAG |
| *Cyp8b1* | TGGCCTCTTTCACTTCTGCT | CGGAACTTCCTGAACAGCTC |
| *Gapdh* | GTTGTCTCCTGCGACTTC | GGTGGTCCAGGGTTTCTT |
| *Nr0b2* | AGCTGGGTCCCAAGGAGTAT | GGTACCAGGGCTCCAAGACT |
| *Nr1h4* | TGGGTACCAGGGAGAGACTG | GTGAGCGCGTTGTAGTGGTA |
| *Nr2b1* | GCTCACCAAATGACCCTGTT | GTCTAGGGGCAGCTCAGAAA |
| *Star* | GGGCATACTCAACAACCAGGA | CGAAACACCTTGCCCACATC |
| *ACTB* | AGGAAGGAAGGCTGGAAGAG | AGAGCTACGAGCTGCCTGAC |
| *CYP7A1* | CCGATGGATGGAAATACCAC | GGCAGCGGTCTTTGAGTTAG |
| *CYP7B1* | CACCAGAGAACAATTGGACAGCC | GCTACCAAGTCTCCCTTTCGCA |
| *CYP8B1* | CTGGAGACCAAGCAGTCCTTTG | GATACTCCTGCCCACTGGACAT |
| *NR1F1* | CAGAGCAATGCCACCTACTCCT | CTGCTTGGACATCCGACCA |
| *NR1H3* | ATCGCCTTGCTGAAGACCTCTG | CTGCTTTGGCAAAGTCTTCCCG |

**Supplementary Figures**

**Figure S1. Comparison of known microbiome with positive and negative correlations with alternative pathway between responder and non-responder groups after treatment.** Comparative analysis of (A) microbiome known to be positively correlated with alternative pathways and (B) microbiome abundance known to be negatively correlated in responder and non-responder group. Data are presented as mean ± standard error of mean. ***P* < 0.01 (Mann-Whitney U test). (C) Firmicutes/Bacteroidota ratio of responder and non-responder group. Data are presented as mean ± standard error of mean. ***P* < 0.01 (Mann-Whitney U test).

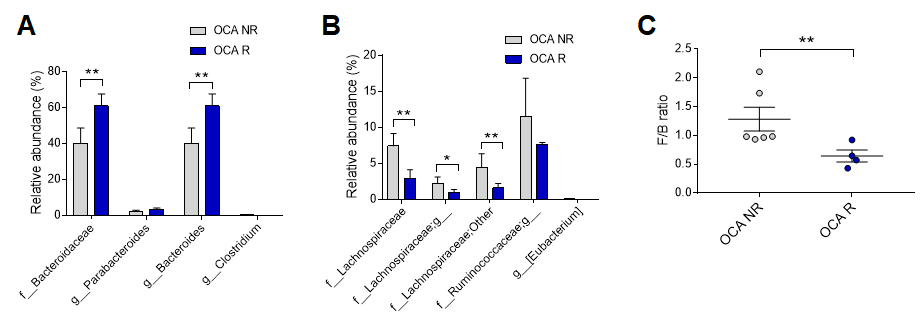

**Figure S2. hepatic Nr1h3 and Rora gene expression in mice at the end of study.** (A) Comparative analysis of hepatic *Nr1h3 and Rora* mRNA levels. Data are mean ± standard error of mean.

**
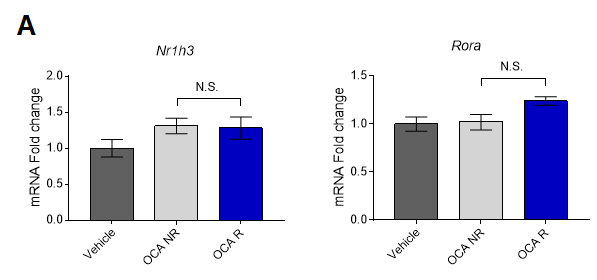
**

How the deposited data were processed for this re-analysis (not part of the article)

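Liver biopsies of 10 mice, taken at 12 weeks of western diet before treatment, were compared. They came from 3 mice of the later vehicle group, 4 later OCA non-responders and 3 later OCA responders, as the sample records and the paper name them. Read data were not used here.

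The paper's methods state that the authors checked reads with FastQC 0.11.7, trimmed them with Trimmomatic 0.38, aligned them to mm10 with HISAT2 2.1.0 and estimated abundance with StringTie, whose version is not stated. The authors deposited whole read counts per gene, FPKM values and log2 values of FPKM plus 1 after quantile normalization, for genes above 0 in all 10 biopsies. How the StringTie output became whole counts, and whether strand was used, is not given in the sources used here. The same deposited table gives the authors' signed fold for each pair of groups, a score that the authors made from the difference of group means of the log2 values and wrote as negative where the first group is lower, and the authors' p-value and its Benjamini-Hochberg adjusted value. Recomputing the deposited log2 values from the FPKM values gave the same numbers within 5e-09, and for 10910 of 10913 genes the authors' p-value equals a test with unequal variances within 1e-06. No column of per-sample values was left unmapped.

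The test set before the data were examined was limma on log2 values, or edgeR if the table held raw counts instead of FPKM. The table holds counts as well as FPKM and log2 values, a case that rule did not cover. The choice of edgeR as the main test was made once the content of the table was known. EdgeR 4.0.16 in R 4.3.3 was used with TMM scaling and filterByExpr (minimum count 10, minimum total 15). The quasi-likelihood test was followed by Benjamini-Hochberg adjustment at 0.05. Each fit held only the groups compared. It covered 10826 genes for responders against non-responders, 10844 for OCA against vehicle, 10785 for responders against vehicle and 10832 for non-responders against vehicle. CPM values use TMM over all 10 biopsies, and log2 values for principal components use a prior count of 2. Groups are 3 or 4 mice, so single values were compared with exact permutation tests, where 0.0571 is the smallest two-sided p for 3 against 4 and 0.1 for 3 against 3.

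Counts over the listed genes were 40432530 to 76529328 per biopsy. The 3 genes of the pre-study claim had 355 to 2303 counts per biopsy (Cyp8b1), 925 to 5157 (Akr1d1) and 10001 to 28951 (Rxra), so spread between mice, not counting, sets their precision. Between biopsies of a group the median chi-square of counts per gene was 9.13 to 33.5, against 0.455 from counting alone, so no pair is a repeat of 1 library.

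Gene lists, 43 in all, were fixed before the data were examined and cover bile acid synthesis and transport, lipid and sterol metabolism, regulators of GTPases, kinases, ribosomal and mitochondrial proteins, stress, zonation and markers of liver and other cell types. The 34 lists with at least 3 measured members were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01. The 9 lists with fewer than 3 measured members, which hold T and NK cell, B cell, neutrophil, adipocyte, mesothelial, muscle, and pancreas and gut markers, female-biased liver genes and mitochondrially encoded genes, were not tested. Results of 2 of the 34 lists, and of some genes, are not reported here. Gene set enrichment used 1000 permutations of genes. Principal components used centred log2 values, with group labels permuted over 4200 assignments.

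Genes named in the text are all genes the paper names in its primer list and pre-study claim, then the 10 of largest change in each direction among those past the threshold with a mean FPKM of at least 1 and no overlap between groups. As no gene passed, the 10 with the smallest p that meet the other conditions are given. Up to 4 members of each list with the smallest p, and the sex chromosome genes, are also named.

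Alternatives set before the data were examined were limma with pseudocounts of 0.1 and 0.01, no filter and a stricter one, no quantile normalization, a median shift, 1 spread over all 10 biopsies, a linear model without moderation, limma with trend, DESeq2 1.42.0, blocks on label numbers, each replicate left out, and other set tests. Loess with a span of 0.5 removed the trend with transcript length. Gene positions and lengths come from GENCODE M21 on GRCm38, and 10662 of 10913 symbols matched.

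The test was tried on simulated counts with the means and library sizes of these biopsies. For responders against non-responders (10808 genes) it recovered 31% of genes changed by a fold of 2 and 83% of those changed by a fold of 4, with 10 false calls. For OCA against vehicle (10830 genes) it recovered 33% and 91%, with 2 false calls. For responders against vehicle (10763 genes) the values were 23% and 76%, with 7 false calls. For non-responders against vehicle (10818 genes) they were 26% and 77%, with 3 false calls.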

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

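The model with the log2 share of Rn45s as a covariate and the splits for counts at an unadjusted p were chosen after the values had been seen, and the other tests of this part were set before the results they measure were seen.

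Before any treatment, 129 genes (92 higher, 37 lower) differed between the 7 later OCA biopsies and the 3 later vehicle biopsies at an adjusted p under 0.05 from edgeR, and Rn45s, the ribosomal RNA precursor, took a mean of 18.1% of the counts in the 7 OCA biopsies. Chance is unlikely but not excluded, since the real split was the 1 of 100 that gave as many genes (129, highest other 8). Removing the trend with transcript length left 98.3% of the median change. Genes called for large changes can keep most of them whether or not length plays a part, so this does not decide on length. Within the 7 OCA biopsies, 78.1% of 128 called genes moved with the Rn45s share in the direction of the group difference (permutation, one-sided p = 0.0571; 67.2% with responders and non-responders centred on their own means), which lies between the bounds set for and against ribosomal RNA. As the Rn45s share separates these groups, the ribosomal RNA share and the group cannot be told apart for these genes, and no biological explanation was tested, since no mouse had been treated. The count was 1 without vehicle 2 or without vehicle 3, 20 without vehicle 1 or responder 2, and 9 without responder 3 or non-responder 3.

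In responders, ribosomal protein genes had a median log2 fold change of −0.47. Removing the trend with transcript length left 80.3% of it, which argues against length as the whole cause, although ribosomal protein transcripts are short (median 914 bp, against 3262 for all genes). With the log2 Rn45s share as a covariate, 20.3% was left (median −0.10), so RNA quality or ribosomal RNA removal that differed between biopsies is a candidate explanation. For the number of lists past the threshold, chance cannot be excluded, since 25 of 35 splits gave as many (8 in the real one, highest other 15). The later response class is the biological difference of this design and stays open as untested.

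Of 9434 genes with a highest FPKM of at least 1, 76 were 100 times lower or more in another biopsy, among them AW209491 and Pard6a. Of the 75 with an annotation, 46.7% share exon sequence with another gene, against 31.4% of genes of like expression (ratio 1.48, permutation by resampling of genes, p = 0.0035). This ratio lies between the bounds set beforehand for and against reads that are shared between overlapping genes, which may account for part of these genes and cannot be told apart from differences between mice.

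Non-responder 4 lay apart from the other non-responders on the second principal component (43.8, others −8.23 to −5.95) and the third (−44.4, others −1.17 to 2.57). Responders also lay far from each other, at −39.9 to 26.6 on the second component and −16.7 to 46.8 on the third. Non-responder 4 also had fewer CPM of Dgat2 (751, others 852 to 858) and of Fam222b (30.7, others 55.8 to 58.7). Of 38 values tested in this way 4 stood apart, where chance gives about 1.90.

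Between responders and vehicle, 488 genes (274 higher, 214 lower) were called by edgeR before treatment, in a comparison the paper does not describe. Rn45s took a mean of 21.6% of the counts in responders and 5.72% in vehicle. With its log2 share as a covariate 0 genes were called, but the share and the group cannot be told apart. The 10 splits of these 6 biopsies are too few for a share under 0.05, and 1 of 10 gave as many (488, highest other 0). The count was 0 without vehicle 3, 9 without vehicle 2, 848 without vehicle 1, 81 without responder 1, 15 without responder 2 and 3 without responder 3. Between non-responders and vehicle, 5 genes were called, and 1 of 35 splits gave as many (5, highest other 2). The 5 genes were Rpph1, Rnase4, Mir6236 and H2-Q9 (higher) and H2-L (lower), named after their values were seen. Their count was 2 without vehicle 2 or vehicle 3 and 8 without non-responder 4. The 3 false calls on simulated counts for this comparison arose beside genes made to differ, so they do not measure calls where no gene differs. With only 35 splits, and up to 2 genes in another split, chance is not excluded. Between responders and non-responders, edgeR called 0 genes with 1502 at an unadjusted p under 0.05, DESeq2 called 273, limma 0 and a linear model without moderation 4. Any of the 35 splits gives at least 0 genes (highest other 2), so the splits say nothing about that count. At an unadjusted p under 0.05, 2 of 35 splits gave as many (1502, highest other 1924, for non-responders 1 to 3 against the other 4 biopsies), so chance cannot be excluded.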

How the results depend on the processing

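The log2 share of Rn45s as a covariate, Rn45s left out, and the authors' p-values over the genes tested here were chosen after the data had been seen, and the other alternatives before. Limma on the authors' log2 values was the test named first beforehand. It became an alternative when edgeR was made the main test, after the content of the table was known. The separation of the 3 groups on principal components stayed past the threshold in all 19 alternatives (permutation p 0.000794 to 0.0262). Cyp8b1 (log2 fold change −1.30 to −0.12, adjusted p 0.358 to 0.947) and Rxra (−0.51 to −0.11, adjusted p 0.242 to 0.839) kept their direction and did not pass in any of 22 alternatives of edgeR, limma and DESeq2.

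Counts of genes called depend on the test, and the cause was not tested. For responders against non-responders, where edgeR called 0 with 1502 at an unadjusted p under 0.05, DESeq2 called 273, limma 0, a linear model without moderation 4 (Rai1, Jmjd1c, Thoc1 and Dgat2), a block on the first bracketed number of the labels 2 (Foxc1 and Hnrnpf), and the authors' p-values over the genes tested here 1 (Dgat2). For OCA against vehicle (129), responders against vehicle (488) and non-responders against vehicle (5), DESeq2 called 665, 1548 and 382. Limma on the authors' log2 values called 262 for OCA, 710 for responders and 16 for non-responders against vehicle. With a pseudocount of 0.1 limma called 195 for OCA and 241 for responders against vehicle, and with 0.01 it called 151 for responders. Without quantile normalization limma called 390 for OCA and 1993 for responders, and with a median shift 264, 751 and 9. With 1 spread over all 10 biopsies edgeR called 928 for responders and 11 for non-responders, a stricter filter gave 13 for non-responders, limma with trend 9, and the linear model without moderation 42 for responders and 1 for non-responders against vehicle. The Rn45s covariate gave 0 in all 3 comparisons with vehicle, and it is confounded with these groups.

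Deviations from the group means of same-numbered responders and non-responders correlated at −0.056, 0.055 and −0.011. The pairs at −0.056 and −0.011 also share the first bracketed number of their labels. Whether mice were paired cannot be read from these correlations, since paired mice need not deviate alike across genes. The replicate block gave 0 for OCA, 74 for responders and 0 for non-responders against vehicle, and Nr1h4 at 0.12.

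Of 26 alternatives for the lists, camera with an estimated correlation and fry called 0 lists, the Rn45s covariate 1 and enrichment on the difference of group means 14, against 8. The bile acid metabolism list passed with the median shift (−0.10, adjusted p = 0.0351 from camera), in that enrichment (−0.091, adjusted p = 0.0249) and without responder 3 (−0.18, adjusted p = 0.00708 from camera), over a range of 0.00708 to 0.904.

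Among genes that did not pass under any of these, Nr1h4 (−0.01) turned to 0.042 with limma on the authors' log2 values, with the linear model without moderation and with limma with trend, to 0.049 and 0.050 with pseudocounts of 0.1 and 0.01, and to 0.35 with the bracketed block. That block also turned Cyp39a1 to −0.35 and Rora to −0.094. Without quantile normalization, where the median of all genes itself shifts by −0.15, Cyp27a1 was −0.12 and Nr0b2 −0.14, which says nothing about these genes. With the Rn45s covariate Akr1d1 was 0.33, Cyp27a1 −0.045, Cyp46a1 −0.26 and Nr0b2 −0.37.

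Leaving out 1 biopsy at a time gave 1 to 158 genes for OCA against vehicle (1 without vehicle 2 or 3, 20 without vehicle 1 or responder 2, 9 without responder 3 or non-responder 3), 0 to 848 for responders against vehicle (0 without vehicle 3, 3 without responder 3, 9 without vehicle 2, 15 without responder 2, 81 without responder 1, 848 without vehicle 1) and 2 to 8 for non-responders against vehicle (2 without vehicle 2 or 3, 8 without non-responder 4). Responders against non-responders gave 0 to 1 (Zfp708 without responder 1, Hnrnpf without responder 2, Myc without non-responder 3). Lists past the threshold ranged from 6 to 15 (15 without responder 3), and the bile acid list from −0.18 to −0.01. Single genes ranged from −0.31 to 0.22 (Akr1d1), −0.75 to 1.31 (Cyp7b1), −0.20 to 0.71 (Cyp46a1), −0.28 to 0.14 (Nr1h4) and −0.30 to 0.27 (Nr0b2), and the log2 Cyp7b1/Cyp8b1 ratio difference from −0.60 (without responder 1) to 1.55. Cyp8b1 had at least 355 counts per biopsy, so depth limits these values less than the spread between mice.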

Differences from the paper's values

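The paper's score for bile acid metabolism printed in Fig. 5B, −1.6, lies near −1.56, the value here both with and without non-responder 4. The list here was written from general knowledge and can differ from the paper's set. The paper's text gives no ranking measure, so the nearness of the scores does not repeat the paper's result.

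The paper states that Akr1d1, Cyp8b1 and Rxra were downregulated in responders before treatment. It also reports lower pretreatment Cyp8b1 in Fig. 5D and bile acid levels in Fig. 5E to H, which were not examined here. Here Cyp8b1 had a log2 fold change of −0.44, Akr1d1 of −0.05 and Rxra of −0.27 over all 7 biopsies, and −0.19, −0.20 and −0.29 without non-responder 4, so the means lie on the stated side for all 3 genes. None passed an adjusted p of 0.05 in edgeR (adjusted p = 0.728, 0.964 and 0.557), and none passed in any of the 22 alternatives of edgeR, limma and DESeq2. Leaving out 1 biopsy gave −1.30 (without responder 3) to −0.12 (without responder 1) for Cyp8b1, −0.50 (without responder 1) to −0.11 (without responder 3) for Rxra and −0.31 (without responder 3) to 0.22 (without responder 1) for Akr1d1, which was also 0.15 without non-responder 2. With the log2 share of Rn45s as a covariate, which was chosen after the values were seen, Cyp8b1 was −1.18, Rxra −0.23 and Akr1d1 0.33.

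The paper shows the bile acid metabolism set as lower in responders. The median of the list here was −0.06 (adjusted p = 0.214 from camera), and it passed with enrichment on the difference of group means (−0.09), with the median shift (−0.10) and without responder 3 (−0.18), all set before the data were examined. Without responder 1 the median was −0.01 (adjusted p = 0.904 from camera).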

Other observations

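The genes named in this part for the vehicle comparison, the list tests of that comparison and the Rn45s covariate were chosen after values had been seen, and the other tests before.

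Before treatment, 3 genes of plasma proteins, Apoe, Kng1 and Apoh, were higher in mice of the later OCA group than in those of the later vehicle group. Apoe, an apolipoprotein of lipid transport, had 4252 ± 875 CPM (SD, n = 7) in the OCA group and 1696 ± 274 (SD, n = 3) in the vehicle group, a log2 fold change of 1.33 (adjusted p = 0.0199 from edgeR). Kng1, the precursor of bradykinin, had a log2 fold change of 1.17 (adjusted p = 0.0336 from edgeR), and Apoh, a phospholipid-binding plasma protein, 0.84 (adjusted p = 0.0336 from edgeR). Rnase4, a secreted ribonuclease, had 37.1 ± 9.54 CPM (SD, n = 7) in the OCA group and 6.93 ± 0.887 (SD, n = 3) in the vehicle group (log2 fold change 2.42, adjusted p = 0.00242 from edgeR). Col18a1, a basement membrane collagen, stood at 1.24 (adjusted p = 0.00930 from edgeR), while Odc1, of polyamine synthesis, and Txn2, a mitochondrial thioredoxin, were lower, at −1.05 and −1.40 (adjusted p = 0.0280 and 0.0274 from edgeR). Without vehicle 2 or without vehicle 3, Rnase4 alone passed.

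In the same comparison, the hepatocyte marker list had a median of 0.37, with 4 of 18 members called higher (adjusted p = 1.59e-05 from camera; p = 0.0155 with an estimated correlation). Ribosomal proteins had a median of −0.43 and 3 members called lower (adjusted p = 1.40e-09 from camera; p = 0.233 with an estimated correlation). Immediate early and heat shock genes (0.27), gluconeogenesis genes (0.53) and circadian clock genes (0.37) also passed (adjusted p = 0.0167, 0.0246 and 0.0459 from camera; p = 0.151, 0.181 and 0.179 with an estimated correlation). Stellate cell markers (−0.31) and fibrosis and matrix genes (−0.27) lay on the lower side and did not pass (adjusted p = 0.0569 and 0.0571 from camera; p = 0.0440 and 0.177 with an estimated correlation). The Rn45s share was higher in every OCA biopsy than in every vehicle biopsy, and the lists were not tested apart from it. None of these lists passed after adjustment with an estimated correlation, where the smallest adjusted p was 0.525.

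Between responders and non-responders, markers of other cell types did not pass camera over all 7 biopsies apart from those of cholangiocytes, of which 4 of 9 were measured, and endothelial markers passed without responder 3 (−0.31, adjusted p = 0.0367 from camera) and halved without responder 1 (−0.11, adjusted p = 0.724). Medians were −0.22 for endothelial cells, with Clec4g at −1.45, −0.32 for macrophages and Kupffer cells, with Csf1r at −0.54, −0.09 for stellate cells, with Ngfr at −1.64, and −0.57 for erythroid cells (adjusted p = 0.145, 0.277, 0.280 and 0.493 from camera). Leaving out 1 biopsy gave −0.43 to −0.24 for macrophages, −0.16 to −0.07 for stellate cells and −0.85 to −0.07 for erythroid cells. Hepatocyte, periportal and pericentral markers had medians of −0.08, 0.14 and 0.09 (adjusted p = 0.462, 0.285 and 0.812), and hepatocyte markers passed without responder 3 (−0.26, adjusted p = 0.0399 from camera). Acute phase genes had a median of 0.27 (adjusted p = 0.0715), with Mt1, a metallothionein, at 1.36 and the serum amyloid Saa1 at 2.49, whose level in responders varied widely (283 ± 357 CPM; SD, n = 3). That median turned to −0.17 without responder 1, and the list passed in 7 of 26 alternatives, among them DESeq2 (0.28, adjusted p = 0.0370 from camera) and without responder 3 (0.44, adjusted p = 0.00175). Fatty acid oxidation genes had a median of −0.13 (adjusted p = 0.0841), with Cpt2 at −0.66. It turned to 0.05 without responder 1, and the list passed in 13 of 26 alternatives, such as without responder 3 (−0.25, adjusted p = 0.00111 from camera). Lipid droplet genes had −0.30 (adjusted p = 0.244), with Plin2, a droplet coat protein, at −0.82 (−0.50 without non-responder 4) and G0s2, a lipase inhibitor, at −1.03. Their median was −0.33 to −0.16 when 1 biopsy was left out. Nuclear-encoded oxidative phosphorylation genes had −0.15 over all 7 biopsies (adjusted p = 0.145) and −0.29 without non-responder 4, where they passed (adjusted p = 0.000890 from camera; p = 0.331 with an estimated correlation). They passed in 11 of 26 alternatives and turned to 0.14 with the log2 share of Rn45s as a covariate (adjusted p = 0.245 from camera).

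Circadian clock genes had 0.10, with Per1 at 1.11 and Nfil3 at 1.39, lipogenesis −0.02, drug-metabolising enzymes 0.02, with Por at 0.90, fibrosis and matrix genes −0.01, the unfolded protein response −0.11, with Atf4 at −0.89 (−0.59 without non-responder 4), and immediate early and heat shock genes 0.04, with Myc at 1.45 (adjusted p = 0.114, 0.759, 0.784, 0.637, 0.451 and 0.485 from camera). Of 26 alternatives, clock genes passed in 4, among them the replicate block (0.18, adjusted p = 0.00976) and without responder 1 (0.21, adjusted p = 0.0494), and lipogenesis in 2, with the bracketed block (−0.62, adjusted p = 0.00480) and without responder 3 (−0.40, adjusted p = 0.0399). The clock median was −0.05 to 0.24 over the 26, and lowest without quantile normalization. The unfolded protein response passed without responder 1 (−0.35, adjusted p = 0.0179) and immediate early genes without non-responder 3 (0.27, adjusted p = 0.00480; all from camera). Male-biased liver genes had −0.20 (adjusted p = 0.256), which turned to 0.11 without non-responder 1 and became −0.68, past the threshold, without responder 1 (adjusted p = 0.000724 from camera). Nuclear-retained RNAs, such as Malat1 at 0.30, had 0.30 (adjusted p = 0.299), with 0.03 to 0.40 over 26 alternatives, of which 3 passed. Leaving out 1 biopsy also turned the sign of the medians of hepatocyte, periportal and pericentral markers, lipogenesis, drug-metabolising enzymes, fibrosis and matrix genes, the unfolded protein response, and immediate early and heat shock genes, as for bile acid transport, side chain and conjugation steps, and nuclear receptors. The sex chromosome list had a median of 0.30 (adjusted p = 0.336), and its members Ddx3y (0.32), Kdm5d (0.27), Uty (0.46) and Eif2s3y (−0.34) were counted in all 10 biopsies.

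The paper reports the Cyp7b1/Cyp8b1 ratio after treatment. In the biopsies before treatment the ratio of normalized counts was 3.18, 0.230 and 0.162 in responders 1 to 3 and 0.258, 0.307, 0.403 and 0.229 in non-responders 1 to 4. It was 1.16, 0.395 and 0.422 in vehicle mice. Medians were 0.230 in responders and 0.283 in non-responders, and the mean log2 ratio differed by 0.75 (exact permutation test, two-sided p = 0.800). Without responder 1 the difference was −0.60 (exact permutation p = 0.267).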
